# Transcriptomes of electrophysiologically recorded Dbx1-derived respiratory neurons of the preBötzinger complex in neonatal mice

**DOI:** 10.1038/s41598-022-06834-z

**Published:** 2022-02-21

**Authors:** Prajkta S. Kallurkar, Maria Cristina D. Picardo, Yae K. Sugimura, Margaret S. Saha, Gregory D. Conradi Smith, Christopher A. Del Negro

**Keywords:** Central pattern generators, Transcriptomics

## Abstract

Breathing depends on interneurons in the preBötzinger complex (preBötC) derived from *Dbx1*-expressing precursors. Here we investigate whether rhythm- and pattern-generating functions reside in discrete classes of Dbx1 preBötC neurons. In a slice model of breathing with ~ 5 s cycle period, putatively rhythmogenic Type-1 Dbx1 preBötC neurons activate 100–300 ms prior to Type-2 neurons, putatively specialized for output pattern, and 300–500 ms prior to the inspiratory motor output. We sequenced Type-1 and Type-2 transcriptomes and identified differential expression of 123 genes including ionotropic receptors (*Gria3, Gabra1*) that may explain their preinspiratory activation profiles and Ca^2+^ signaling (*Cracr2a*, *Sgk1*) involved in inspiratory and sigh bursts. Surprisingly, neuropeptide receptors that influence breathing (e.g., µ-opioid and bombesin-like peptide receptors) were only sparsely expressed, which suggests that cognate peptides and opioid drugs exert their profound effects on a small fraction of the preBötC core. These data in the public domain help explain the neural origins of breathing.

## Introduction

Inspiration, the preeminent active phase of breathing, originates in the preBötzinger complex (preBötC) of the lower brainstem^1,2^. Interneurons derived from *Dbx1*-expressing precursors (hereafter, Dbx1 neurons)^3,4^ comprise the preBötC core; they are responsible for generating inspiratory rhythm and transmitting it as a rudimentary output pattern to premotoneurons and motoneurons for pump and airway muscles^5–10^.

Cellular-level studies of inspiratory rhythm and pattern take advantage of transverse slices that retain the preBötC and remain spontaneously rhythmic in vitro. Constituent preBötC neurons can be recorded at the rostral slice surface while monitoring the inspiratory motor rhythm (~ 5 s cycle period) via the hypoglossal (XII) cranial nerve. Inspiration begins with a low amplitude preinspiratory phase attributable solely to rhythmogenic neurons. As their activity crosses threshold, preinspiration leads to an inexorable high amplitude inspiratory burst, which recruits an additional class of pattern-related neurons that drive motor output^2,11–13^. There are two theories that differentiate the *rhythm* and *pattern* subsets of the Dbx1 preBötC neuron population.

The first theory posits that the neuropeptide somatostatin (SST) is a marker for output/pattern neurons. SST-expressing (SST^+^) preBötC neurons discharge during inspiration and postinspiration, i.e., the output phases of the inspiratory breathing cycle, rather than during the rhythmogenic preinspiratory phase. Furthermore, photostimulation in the preBötC of adult mice that express channelrhodopsin (ChR2) in SST^+^ neurons preferentially affects inspiratory motor pattern^6^. These findings, in the context of what we already know about Dbx1 neurons, suggest that the Dbx1 SST^+^ preBötC neurons play a dominant role in inspiratory pattern-generation and, by exclusion, that Dbx1 preBötC neurons lacking SST expression (SST^-^) are inspiratory rhythmogenic^6^.

The second theory subdivides Dbx1 preBötC neurons electrophysiologically. Neurons that activate with a ramp-like summation of synaptic potentials 300–500 ms before the onset of a large-magnitude inspiratory burst^14,15^ are considered “Type-1” and putatively rhythmogenic. Type-1 neurons also express A-type transient K^+^ current (*I*_A_) whose blockade perturbs preinspiratory activity and destabilizes the inspiratory rhythm in vitro^16^. Neurons that activate ~ 300 ms later than Type-1^14,15^ are considered “Type-2”, putatively postsynaptic to Type-1 and tasked with generating preBötC output^11,15^. Type-2 neurons express hyperpolarization-activated cationic current (*I*_h_)^14^ whose blockade profoundly affects motor output with mild effects on rhythm^17^.

We subdivided *rhythm* and *pattern* Dbx1 preBötC neurons based on the latter theory, which provides multiple criteria that can be measured during whole-cell recordings. We retrieved cytoplasmic contents and performed next-generation RNA sequencing on 17 samples: 7 Type-1, 9 Type-2, and 1 neuron, referred to here as Unknown, that did not precisely fit either category but was Dbx1-derived and inspiratory. These data elucidate the transcriptional profile at the cellular point of origin for breathing, a key physiological behavior for humans and all mammals. The data are publicly available (National Center for Biotechnology Information [NCBI] Gene Expression Omnibus [GEO] Accession code: GSE175642) to facilitate future studies of the Dbx1 preBötC core that interrogate the neural mechanisms of breathing.

## Results and discussion

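Patch-Seq joins a whole-cell recording of a neuron with RNA sequencing of the cytoplasm drawn into the pipette afterwards, so each library comes from a single neuron of measured electrical behaviour. The neurons lay in brainstem slices of Dbx1;Ai148 mouse pups at postnatal days 0 to 2, in which cells derived from Dbx1-expressing precursors carry the fluorescent calcium indicator GCaMP6f. Of 18 samples sequenced, 17 neurons have values, of which 7 are Type-1, 9 are Type-2 and 1 is Unknown. The neuron was the unit of replication, as in the paper, and the paper gives fewer slices than neurons in each type, with a single slice per pup. The labels do not say which neurons shared a slice. The authors trimmed the reads with cutadapt and bbduk, aligned them with STAR to mm10 (GRCm38) with an Ensembl annotation, and, as the paper states, counted fragments of uniquely aligned reads per gene with featureCounts. They deposited these fragment counts without normalization, and FPKM values computed from them. The counts per neuron summed to between 4700828 and 13762335 fragments in Type-1 neurons, with a median of 8191635, and to between 2280477 and 13116877 in Type-2 neurons, with a median of 8078017. The Unknown neuron had 9092011 fragments. A single fragment on a gene of 1 kb was worth 0.0727 FPKM in the deepest library (Neuron 17) and 0.439 FPKM in the shallowest (Neuron 12).
A count of 0 allows up to 3 fragments, which on such a gene is 0.218 FPKM in Neuron 17 and 1.32 FPKM in Neuron 12. These limits cover counting error only, because amplified reads without molecular identifiers are not independent molecules. Type-2 was compared with Type-1 by edgeR's quasi-likelihood test with TMM normalization on the fragment counts of the 16 classified neurons, and by DESeq2 with default settings as a second tool. A gene was called at an adjusted p under 0.01 and an absolute log2 fold change (L2FC) above 1.5, and a positive L2FC is higher in Type-2. A standard error beside an L2FC from edgeR was derived from the test. It is the absolute L2FC divided by the square root of the quasi-likelihood F value. For a named gene, the difference in mean log2(FPKM + 1) was tested by an exact two-sided permutation test over all ways to choose 7 of 16 neurons, with Benjamini-Hochberg adjustment over 56 genes. Gene coordinates are from the GENCODE M21 annotation of GRCm38, another release than the authors' on the same build.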

We analyzed Dbx1 preBötC neurons using Patch-Seq^18^, which entails whole-cell patch-clamp recording followed by next-generation sequencing (Supplementary Fig. 1A) and bioinformatics (Supplementary Fig. 1B).

The maximum yield of high-quality RNA was inversely proportional to whole-cell recording duration (5 min on average, 3–8 min in all experiments). Inspiratory burst characteristics and intrinsic membrane properties for Type-1 and Type-2 neurons (Fig. 1A top and bottom, respectively) are already well established^14,15^. Given the time constraints, we focused on measuring the intrinsic membrane properties i.e., delayed excitation and sag potentials, at the expense of recording fewer inspiratory burst cycles.

**Figure 1:**
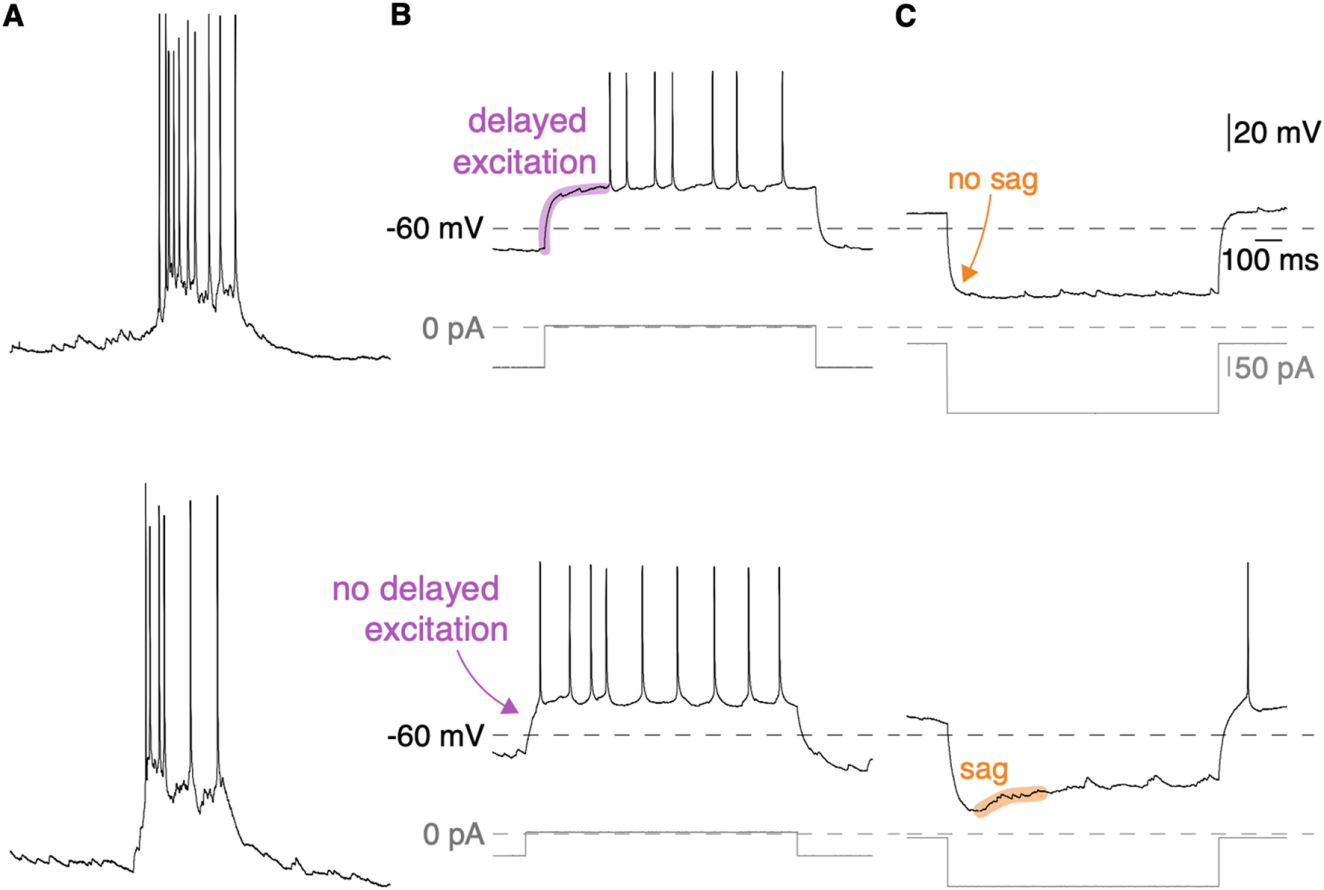
Physiological properties of Dbx1 preBötC inspiratory neurons. (**A**) top and bottom traces show inspiratory burst characteristics in Type-1 and Type-2 Dbx1 preBötC neurons, respectively. (**B**) Depolarizing current pulses (750–1000 ms) were applied from a membrane potential of − 70 mV. Top and bottom traces show presence and absence of delayed excitation (purple) in Type-1 and Type-2 neurons, respectively. (**C**) Hyperpolarizing current pulses (750–1000 ms) were injected from a membrane potential of − 50 mV. Top and bottom traces show absence and presence of a sag potential (orange) in Type-1 and Type-2 neurons, respectively. Voltage, current, and time calibration bars apply to all traces.

Our patch-clamp recordings confirmed the previously published disparities between Type-1 and Type-2 neurons. Type-1 neurons showed delayed excitation of 167 ± 40 ms (n = 7 neurons from 6 slices) when subjected to suprathreshold current steps from a baseline membrane potential below − 70 mV (i.e., evidence of *I*_A_; Fig. 1B, top trace) but negligible sag potentials (2 ± 1 mV, n = 7 neurons from 6 slices) when subjected to hyperpolarizing current steps from a baseline membrane potential of − 50 mV (i.e., no evidence of *I*_h_; Fig. 1C, top trace).

Type-2 neurons exhibited minimal delays in excitation (76 ± 40 ms, n = 9 neurons from 8 slices) when subjected to suprathreshold current steps from a baseline membrane potential below − 70 mV (i.e., no evidence of *I*_A_; Fig. 1B, bottom trace) but their membrane potential trajectory ‘sagged’ 11 ± 4 mV (n = 9 neurons from 8 slices) in the direction of baseline when subjected to hyperpolarizing current steps from a baseline membrane potential of − 50 mV (i.e., evidence of *I*_h_; Fig. 1C, bottom trace).

The disparities between delayed excitation and sag potentials measured in Type-1 and Type-2 neurons are unlikely to occur by random sampling from a single population with normally distributed expression of *I*_A_ and *I*_h_ with probabilities of p_delay_ = 0.0006 (t = 4.53, df = 13) and p_sag_ = 0.0002 (t = 4.96, df = 14), respectively. Therefore, we reject the null hypothesis and reconfirm that Type-1 and Type-2 are unique subpopulations of Dbx1 preBötC neurons^14^.

One Dbx1 preBötC inspiratory neuron we recorded and sequenced did not fit the criteria for Type-1 or Type-2, so we analyzed it as an Unknown.

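Depth differed more between neurons than between types. Between the types, the mean total of fragments on genes differed with p = 0.866 in an exact two-sided permutation test of 7 against 9 neurons. At least 1 fragment was counted on 11322 to 15146 genes in Type-1 neurons (median 13179) and on 10434 to 15400 genes in Type-2 neurons (median 12671), with p = 0.615 in the exact test of the means. In the Unknown neuron, 18174 genes had a fragment, more than in any classified neuron. The gene with the most fragments took 0.852% to 3.40% of a library, and the top 100 genes took up to 35.5% (exact p = 0.618 and 0.349 between types). Over the 7 library measures compared between the types, the lowest p after Benjamini-Hochberg adjustment was 0.721, and medians in place of means gave the same directions.

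**Figure D1:**
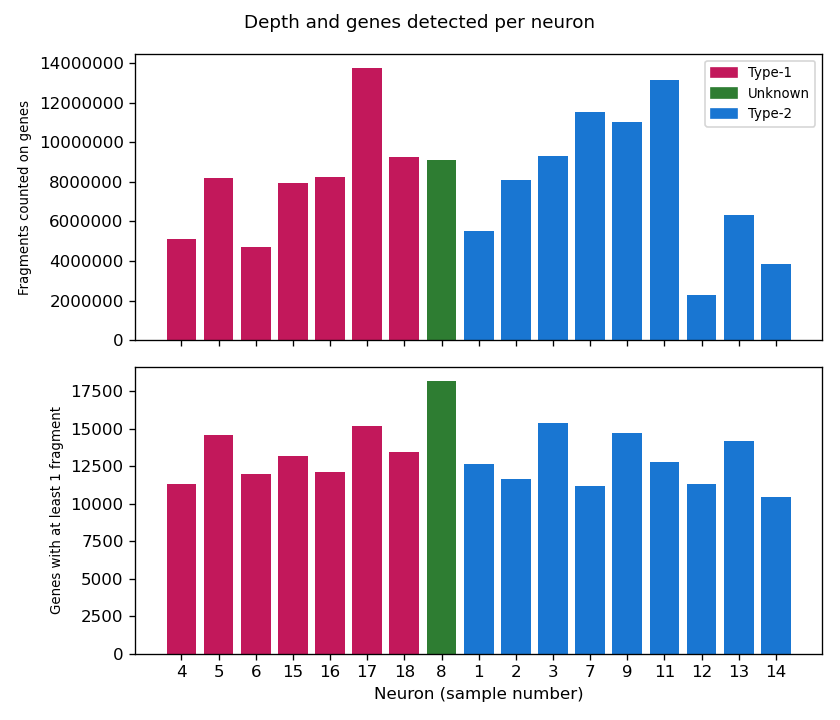
Fragments counted on genes (top) and number of genes with at least 1 fragment (bottom) for each of the 17 neurons, with sample numbers on the x axis; bars are single libraries, magenta for Type-1, green for Unknown and blue for Type-2. Total fragments run from 2280477 in Neuron 12 to 13762335 in Neuron 17, and both types span a wide range.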

We mapped all 17 samples from 14 slices to the murine genome (mm10 from *Ensembl*); 83% ± 3% of the sequences aligned uniquely resulting in an average of 10,335,384 uniquely aligned reads (Supplementary Table 1).

### Transcriptomic differences between type-1 and type-2 neurons

The 31,543 genes that were expressed in at least one sample (7 Type-1 neurons and 9 Type-2 neurons) were examined for differential expression by DESeq2 (Fig. 2A). 

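The deposited table holds 55367 genes. Of these, 31543 had a fragment in at least 1 of the 16 classified neurons, 32628 had one in at least 1 of the 17 neurons, and 1085 had fragments in the Unknown neuron alone. Detection was sparse. Of the 31543 genes, 13998 (44.4%) were found in 1 to 3 neurons, including 7912 found in a single neuron, and 2780 (8.81%) were found in all 16.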

The Unknown neuron was not included in this analysis. 

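edgeR's quasi-likelihood test covered the 32628 genes with a fragment in at least 1 of the 17 neurons and called 0 genes, while 4174 genes had an unadjusted p under 0.05. A single gene had an adjusted p under 0.05. This gene, the noncoding Gm13404 on chromosome 2 from 33978246 to 33980324, had fragments in 6 of 7 Type-1 neurons and in 0 of 9 Type-2 neurons (adjusted p = 0.0156 from edgeR with Benjamini-Hochberg adjustment). Of 99 other splits of the 16 neurons into 7 and 9, 4 gave a gene with a lower adjusted p in edgeR. With the 31543 genes that had a count in the 16 neurons, a setting chosen after seeing the data, edgeR called 0 genes. In that setting 2 genes had an adjusted p under 0.05 (lowest 0.011). DESeq2 with default settings called 322 genes on the same counts, 179 higher in Type-2 and 143 higher in Type-1, among 16300 genes to which it gave an adjusted p, and 1420 genes had an unadjusted p under 0.05. limma-voom with quality weights called 2 genes. DESeq2 with its replacement of outlier counts and its Cook's distance filter both switched off called 1498 genes. Which type had more of the called genes changed with the setting, with 105 higher in Type-2 and 130 higher in Type-1 when only the replacement was off. With each of the 16 neurons left out in turn, edgeR called 0 to 1 genes and DESeq2 265 to 360.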

DESeq2 identified 123 differentially expressed (DE) genes (Figs. 2Aa and 3, Supplementary Table 2; p_adj_ < 0.01, log_2_ fold change [L2FC] > 1.5). The DESeq2 results were computed on Type-2 versus Type-1 neurons; a positive L2FC implies gene upregulation in Type-2 neurons, whereas a negative L2FC indicates gene upregulation in Type-1 neurons.

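Of the 123 genes in the paper's Supplementary Table 2 that pass its criteria, 96 have a positive L2FC and 27 a negative one. DESeq2 with default settings on the deposited counts called 108 of the 123, and with size factors from nonzero counts it called all 123 among 328 genes. With at least 7 neurons in a group, DESeq2 replaces a count that it marks as an outlier by a value from the other neurons and then fits the gene again. It replaced a count in 73 of the 123 genes, and 72 of these have an absolute L2FC above 15 in the paper's table. Without replacement, the 36 of these 72 genes with fragments in both types had a median absolute L2FC of 1.72, against 21.3 with it, and 0 of them stayed above 15. The 36 with no fragment in one type all stayed above 15, where the fitted value sets no bound on the fold change. DESeq2 gave the 73 genes no adjusted p when replacement was off, since its Cook's distance filter then applies to them, and it called the other 50.

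**Figure D2:**
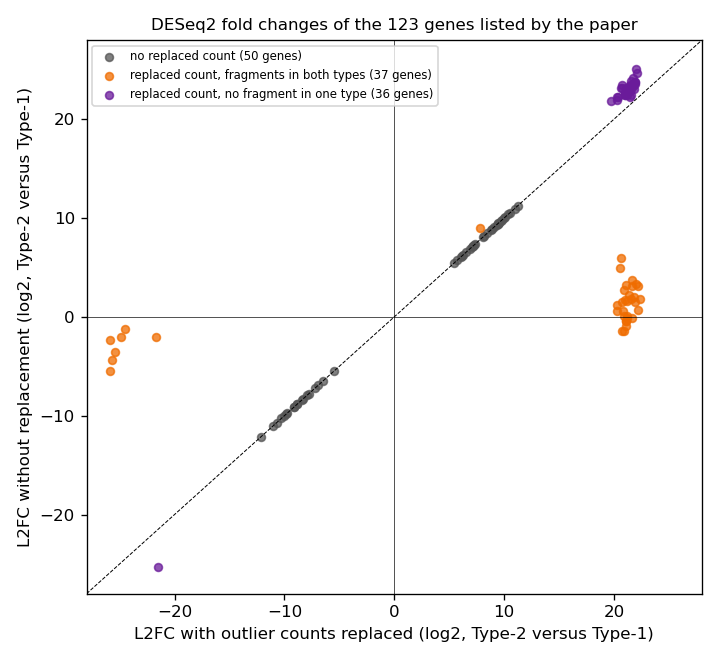
L2FC (log2, Type-2 versus Type-1) of the 123 genes from DESeq2 with outlier counts replaced (x axis) and without replacement (y axis); each point is a gene, colours give whether a count was replaced and whether one type had no fragment, and the dashed line marks equal values. The 50 genes without a replaced count lie on the line, and 36 of the orange points have a median absolute L2FC of 21.3 on the x axis and 1.72 on the y axis.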

**Figure 2:**
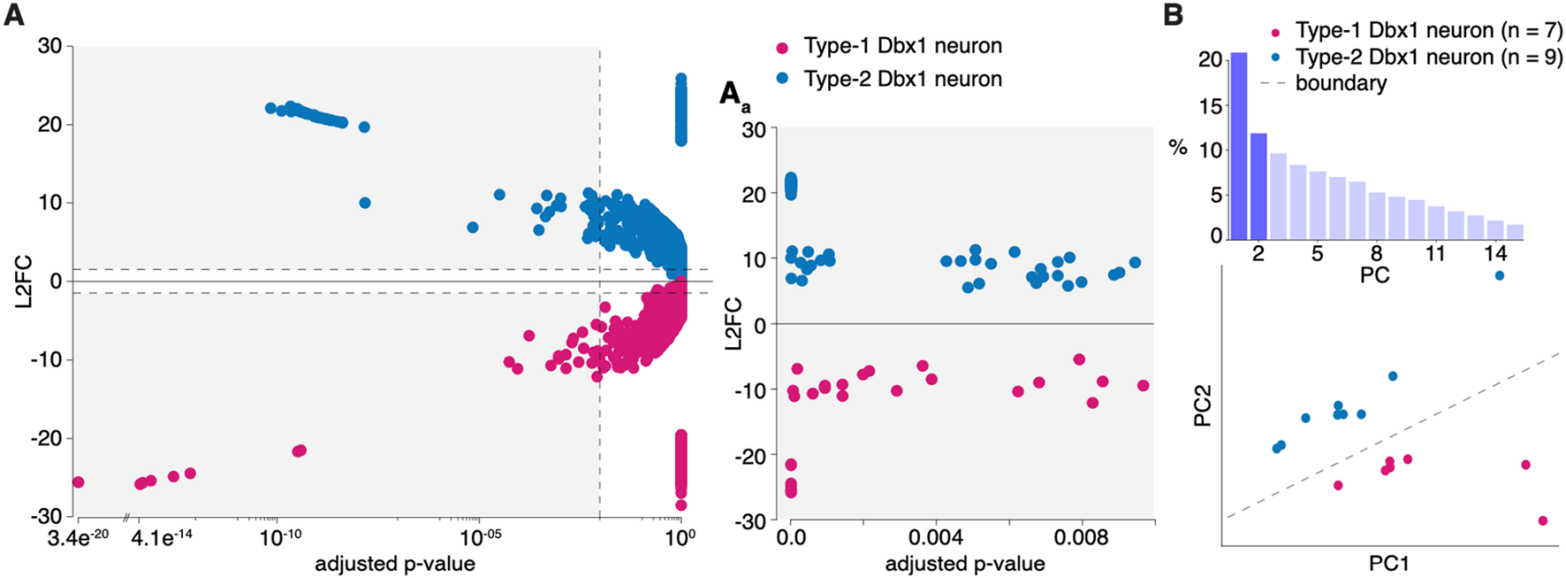
Transcriptomic differences in Type-1 and Type-2 neurons. (**A**) L2FC versus adjusted *p* values of 31,543 genes computed using DESeq2. Genes upregulated in Type-1 are in magenta and those upregulated in Type-2 are in blue-cyan. Gray shaded area represents the region expanded in (**A**_**a**_), which corresponds to L2FC > 1.5 and p_adj_ < 0.01. (**B**) Bar chart (top) shows PCs (x-axis) and variability (y-axis) in the expression of 123 DE genes. Scatter plot (bottom) shows clustering of Type-1 (magenta) and Type-2 (blue-cyan) neurons using the first two PCs (highlighted in dark violet at top). The gray dashed line shows the boundary between the clusters of Type-1 and Type-2 neurons drawn by LDA.

**Figure 3:**
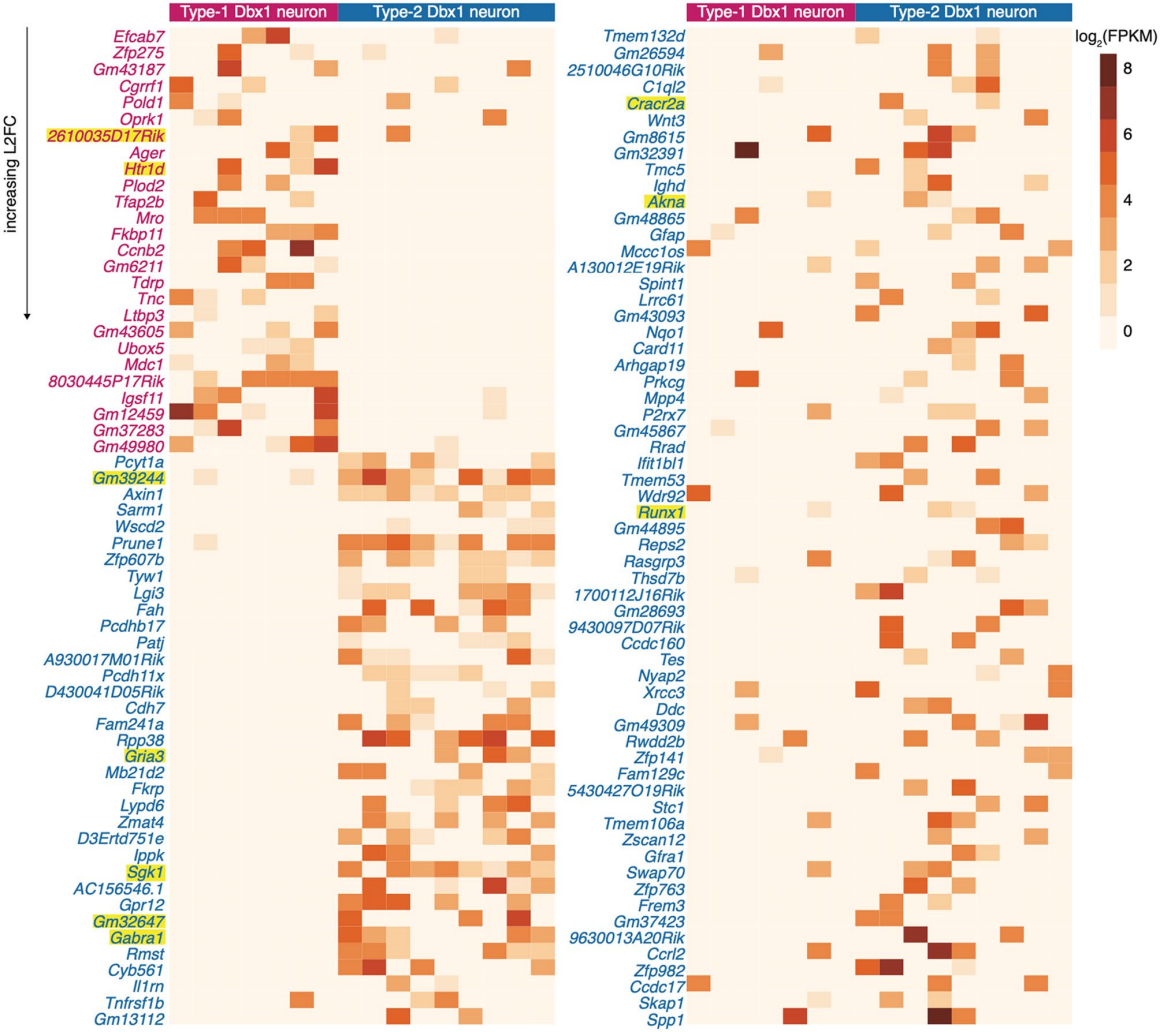
Log_2_(FPKM) values of the DE genes in Type-1 and Type-2 neurons. Log_2_(FPKM) value is indicated by a pseudocolor scale. Individual neurons are listed in columns. Genes are listed in rows, arranged in the increasing order of L2FC values. The names of genes upregulated in Type-1 are in magenta and those upregulated in Type-2 neurons are in blue-cyan. Genes names highlighted in yellow are mentioned in the text.

We used principal component analysis (PCA) to assemble Dbx1 preBötC neurons in a plane based on transcriptome similarity, which revealed that Type-1 and Type-2 neurons form two distinct clusters (Fig. 2B). 

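PCA was run on log2(FPKM + 1) of the paper's 123 DE genes in the 16 classified neurons, and linear discriminant analysis (LDA) on the first 2 components. LDA misclassified 0 of the same 16 neurons, on which the genes had been chosen. The error was also 0 with the 322 genes called by DESeq2 with default settings, and with the 51 genes left after those with an absolute L2FC above 15 in the paper's table were taken out. With genes chosen without regard to type, the error was above 0. The 123 genes with the largest variance misclassified 6 of 16 neurons (37.5%), and the 500 genes with the largest variance misclassified 5 of 16 (31.25%).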

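In 17 random sets, the identities of 4 Type-1 and 4 Type-2 neurons were exchanged, DE genes were called again by DESeq2 with default settings under the exchanged identities, and PCA and LDA were repeated on log2(FPKM + 1) of those genes. In 15 of the 17 sets, LDA misclassified 0 of 16 neurons by the exchanged identities. The other 2 sets had 1 misclassified neuron each.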

When we scrambled their Type-1 or Type-2 identities, PCA produced non-zero classification errors in the majority of trials (14/17), indicating that if half of the neuron transcriptomes were divorced from their identities as Type-1 or Type-2 then discrete clusters generally did not form (Supplementary Fig. 2). These data suggest that Type-1 and Type-2 neurons are separate neuron classes based on their transcriptome (Fig. 2B and Supplementary Fig. 2) in addition to their unique neurophysiological properties (Fig. 1).

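Each of the 16 neurons was also left out in turn, with DE genes called by DESeq2 on the other 15, and then classified. This misclassified 6 of 16 left-out neurons (37.5%), namely Type-1 Neurons 4, 5, 15 and 17 and Type-2 Neurons 7 and 12. DESeq2 replaces outlier counts only in groups of at least 7 neurons, so that with a Type-1 neuron left out the counts of that type were not replaced. With replacement allowed from 6 neurons, a setting chosen after seeing the data, the same 6 neurons were misclassified, and with replacement off 5 of 16. With the DE genes chosen on all 16 neurons and only the discriminant fitted again, 0 left-out neurons were misclassified. From the separation of the types in the plane of the first 2 components, and from the classification errors obtained with scrambled identities, the paper proposes that Type-1 and Type-2 neurons are separate classes by their transcriptome as well as by their electrical properties.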

#### Genes upregulated in type-1

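The serotonin receptor gene Htr1d (ENSMUSG00000070687) lies on the plus strand of chromosome 4 of GRCm38 from 136423524 to 136444398. Fragments were counted in 3 of 7 Type-1 neurons, with 595 in Neuron 6, 206 in Neuron 17 and 1859 in Neuron 18. In Type-2, Neuron 9 had 1 fragment and the other neurons had 0. FPKM was 15.3 ± 25.4 (SD, n = 7) in Type-1 and 0.00316 ± 0.00947 (SD, n = 9) in Type-2 neurons. edgeR gave an L2FC of −10.65 (standard error 2.52, adjusted p = 0.184 with Benjamini-Hochberg adjustment) and DESeq2 with default settings −12.45 (adjusted p = 0.000991). The difference in mean log2(FPKM + 1) was −1.97 (exact permutation test, p = 0.0625, 0.194 after adjustment over 56 genes).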

We report an upregulation of the 5-HT_1D_ receptor gene, *Htr1d* (Fig. 3, Supplementary Fig. 3, Supplementary Table 2). In rhythmic slices from neonatal rats, bath application of 5-HT increases inspiratory burst frequency by evoking a non-selective inward cation current via at 5-HT_2_ receptors^19–21^. Our data suggest that 5-HT may affect Type-1 neurons via 5-HT_1D_ receptor although we have no corroborating physiological data yet. If so, we speculate that 5-HT could modulate *I*_A_, which would not result in depolarization but could affect inspiratory rhythm nonetheless^16^. *I*_A_ is subject to neuromodulation by 5-HT receptors in mouse trigeminal ganglion neurons^22^ and CA1 pyramidal neurons^23,24^.

#### Genes upregulated in type-2

Depletion of Ca^2+^ in the endoplasmic reticulum (ER) activates the stromal interaction molecule (STIM) proteins, which subsequently activate the Ca^2+^ release-activated Ca^2+^ (CRAC) channels on the plasma membrane via the key subunit of CRAC channel, Orai1^25–28^. We report Type-2 upregulation of the CRAC channel regulator 2A gene, *Cracr2a*, as well as the serine/threonine protein kinase gene, *Sgk1*, which activates STIM1 and Orai1 and thus enhances store-operated Ca^2+^ entry (SOCE)^29^. 

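Cracr2a (ENSMUSG00000061414) lies on chromosome 6 of GRCm38 from 127561338 to 127674248. It had 861 fragments in Neuron 2 and 432 in Neuron 11, both Type-2, 29 in Type-1 Neuron 17 and 97 in the Unknown neuron, and 0 in the other neurons. DESeq2 replaced a count of this gene as an outlier and gave an L2FC of 21.77 (adjusted p = 4.73e-11). Without replacement the L2FC was 5.63, and no adjusted p was given. The L2FC from edgeR was 5.11 (standard error 1.79, adjusted p = 0.190). The exact permutation test gave a difference in mean log2(FPKM + 1) of 0.65 with p = 0.475. Sgk1 (ENSMUSG00000019970), on chromosome 10 from 21882184 to 21999903, had fragments in 8 of 9 Type-2 neurons and the Unknown neuron, and in Type-1 only in Neuron 6, with 2 fragments. Its log2(FPKM + 1) was 0.02 ± 0.05 (SD, n = 7) in Type-1 and 2.99 ± 1.43 (SD, n = 9) in Type-2 neurons, a difference of 2.98 (exact permutation test, p = 0.000962, 0.0117 after adjustment over 56 genes). For Sgk1, edgeR gave an L2FC of 9.91 (standard error 2.13, adjusted p = 0.184) and DESeq2 10.07 (adjusted p = 1.45e-10).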

SOCE-related mechanisms that could support or augment inspiratory (eupnea-related) and sigh-related pattern generation remain important topics for investigation. For example, regarding inspiration, intracellular Ca^2+^ signaling in the context of SOCE could recruit Ca^2+^-activated non-specific cationic current (*I*_CAN_), which profoundly contributes to amplify inspiratory bursts^30–32^. One of the likely candidates giving rise to *I*_CAN_ in preBötC is the Trpm4 ion channel^31,33^. 

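Trpm4 (ENSMUSG00000038260) lies on the minus strand of chromosome 7 of GRCm38 from 45302632 to 45333780. It had fragments in 4 of 7 Type-1 neurons, between 184 and 740 each, and in 2 of 9 Type-2 neurons, with 3 in Neuron 12 and 20 in Neuron 13. Mean log2(FPKM + 1) was 1.31 ± 1.39 (SD, n = 7) in Type-1 and 0.06 ± 0.13 (SD, n = 9) in Type-2 neurons. The difference of −1.25 had p = 0.0192 in the exact permutation test and 0.0718 after adjustment over 56 genes. The adjusted p of Trpm4 was 0.184 in edgeR (L2FC −6.28, standard error 1.64) and 0.297 in DESeq2 with default settings (L2FC −6.04).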

We do not see differential expression of *Trpm4*; however it does appear to be more highly expressed in Type-1 neurons (Fig. 4) which may explain the larger burst amplitude of Type-1 neurons compared to Type-2 neurons. Additionally, burst amplification is also important for inspiratory rhythm because burstlets, proposed to be the core rhythmogenic mechanism, are subthreshold from the standpoint of inspiratory burst generation^12,13^. Type-1 neurons, putatively rhythmogenic, need to cross this threshold, possibly via Trpm4 ion channels (Fig. 4), in order to trigger a pattern-generating inspiratory burst. Thus, both Type-1 and Type-2 neurons require the burst amplifying *I*_CAN_ but in different settings: Type-1 to cross the threshold to trigger an inspiratory burst and Type-2 neurons to further recruit the premotor and motor neurons, probably using the SOCE mechanisms, to generate inspiratory breathing movements. Sigh breaths, which occur at lower frequencies but are two-fold larger in magnitude^34^ are likely also to involve Ca^2+^ signaling and possibly SOCE mechanisms that recruit *I*_CAN_^35^.

**Figure 4:**
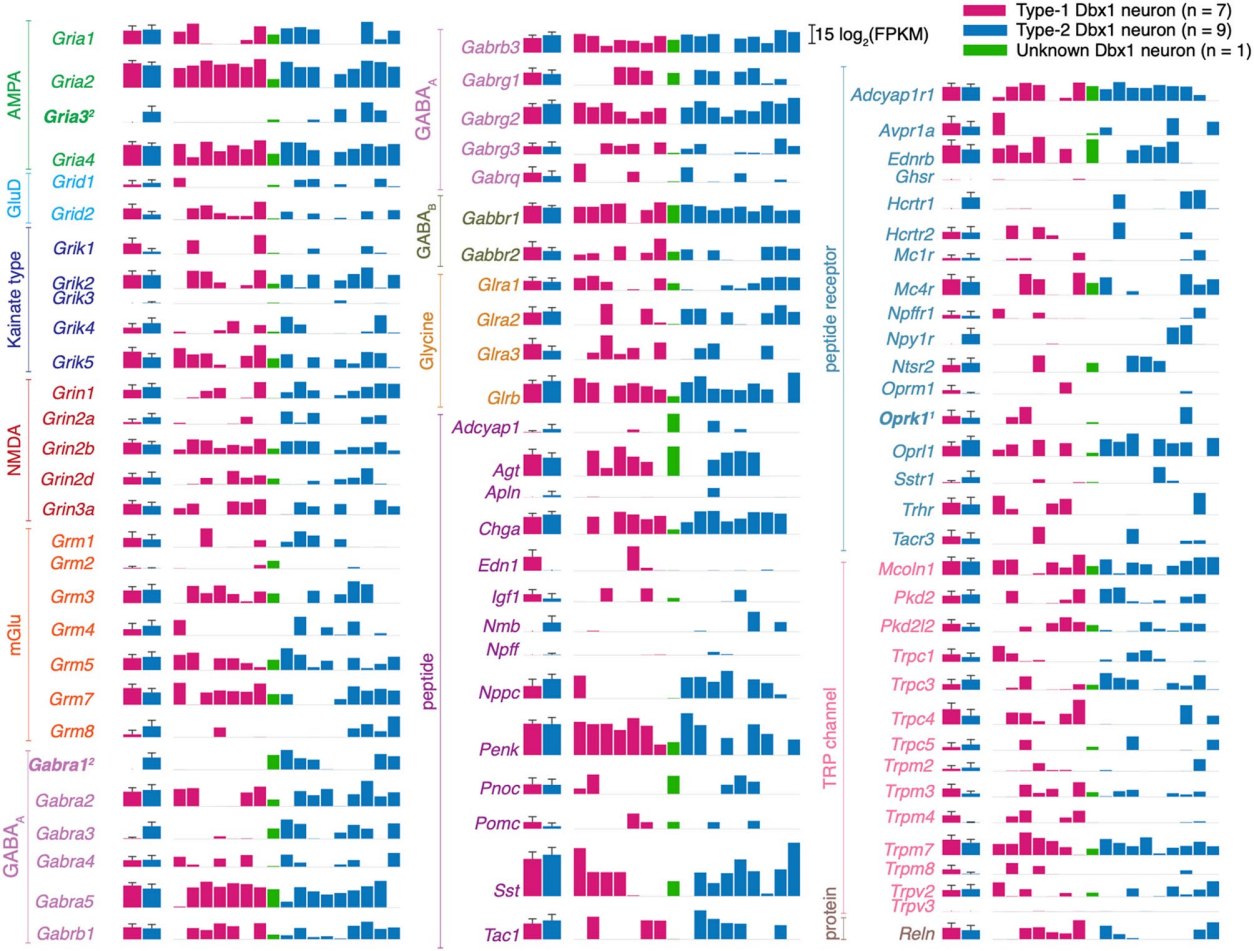
Quantitative gene expression for ionotropic and metabotropic synaptic receptors, neuropeptides, neuropeptide receptors, and Trp channels. The first two bars show group data for Type-1 (n = 7; magenta bar) and Type-2 (n = 9; blue-cyan bar). The height of the bar is log_2_(mean FPKM) value and the error bar with horizontal cap shows log_2_(mean + SD). The next set of 17 bars shows log_2_(FPKM) values for each neuron in the following order: 7 Type-1 neurons (magenta), 1 Unknown neuron (green), and 9 Type-2 neurons (blue-cyan). Gene names are color-coded according to the subfamily to which they belong. Gene names in bold indicate DE and contain a superscript 1 if upregulated Type-1 neurons and 2 if upregulated in Type-2 neurons.

Dbx1 preBötC neurons are glutamatergic^3,4^ and excitatory synaptic interactions, predominantly mediated by postsynaptic AMPA receptors, are essential for inspiratory rhythm and pattern generation^36,37^. 

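Gria3 (ENSMUSG00000001986), on the X chromosome of GRCm38 from 41400854 to 41678601, encodes an AMPA receptor subunit. In Type-2, 5 of 9 neurons had fragments, with 993 in Neuron 9, 732 in Neuron 12, 445 in Neuron 13, 58 in Neuron 3 and 1 in Neuron 7. In Type-1, Neuron 4 had 1 fragment and Neuron 5 had 2. Mean log2(FPKM + 1) was 0.01 ± 0.02 (SD, n = 7) in Type-1 and 1.35 ± 1.94 (SD, n = 9) in Type-2 neurons, a difference smaller than the spread among Type-2 neurons (1.34, exact permutation test, p = 0.121). Gria3 had an L2FC of 9.42 in edgeR (standard error 2.49, adjusted p = 0.184) and 10.28 in DESeq2 with default settings (adjusted p = 0.00104).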

We detect Type-2 upregulation of the AMPA receptor, *Gria3* (Figs. 3 and 4, Supplementary Table 2), which may at first seem counterintuitive for the neuron class with shorter inspiratory drive latency and typically lower-amplitude inspiratory bursts^11,14,15^. Nevertheless, because the longer inspiratory drive latency in Type-1 neurons may be attributable to the rich topology of their excitatory synaptic interconnections^38,39^, one possible interpretation would be that upregulation of *Gria3* in Type-2 neurons augments inspiratory drive in these less richly interconnected preBötC neurons. Upregulation of *Gria3* may amplify postsynaptic AMPA receptor-mediated inspiratory drive to accomplish the output pattern-related role of Type-2 neurons.

Synaptic inhibition influences inspiratory rhythm and output pattern^5,40–43^. 

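Gabra3 (ENSMUSG00000031343), on the X chromosome of GRCm38 from 72432681 to 72656848, encodes an alpha subunit of the GABA-A receptor. It had fragments in 7 of 9 Type-2 neurons, with a mean log2(FPKM + 1) of 2.28 ± 1.92 (SD, n = 9), and in 3 of 7 Type-1 neurons, with a mean of 0.12 ± 0.24 (SD, n = 7). The difference of 2.16 had p = 0.0149 in the exact permutation test and 0.0659 after adjustment over 56 genes. The L2FC of Gabra3 was 6.12 in edgeR (standard error 1.65, adjusted p = 0.184) and 6.40 in DESeq2 with default settings (adjusted p = 0.00568), and the adjusted p was 0.00942 in DESeq2 with size factors from nonzero counts.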

We report upregulation of the GABA_A_ receptor, *Gabra1*, in Type-2 neurons; *Gabra3* appears to be more highly expressed in Type-2 neurons but it did not pass the DESeq2 criteria for differential expression (Figs. 3 and 4, Supplementary Table 2). Of course GABAergic drive acts on Type-1 neurons, but *Gabra1* (and perhaps *Gabra3*) upregulation in Type-2 neurons suggests that a stronger source of inhibitory drive may be equipped to bypass the oscillator (i.e., the predominant rhythmogenic Type-1 neuron class) and selectively act on the output pattern-generating Type-2 subpopulation to arrest inspiration with immediacy. Behavioral exigencies that might apply include the breath-hold dive reflex upon submersion; attentive immobility, that is, the arrest of all movement (including breathing) for predators stalking prey or prey attempting to camouflage themselves in the context of being hunted; or, finally, in the context of a Valsalva maneuver.

Transcription factors program cell fate during embryonic development and regulate gene expression postnatally. This study was performed postnatally (P0-2) so one does not expect pre-mitotic transcription factors. Nevertheless, we detected genes that help differentiate cardinal cell populations in the ventral progenitor zone of the neural tube including *Dbx2*, a sonic hedgehog-repressed (Class I) transcription factor co-expressed with Dbx1 in the p0 domain, and, surprisingly, a host of sonic hedgehog-induced (Class II) *Nkx* genes associated with more ventral domains (Supplementary Fig. 4). 

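Dbx2, on chromosome 15 of GRCm38 from 95623563 to 95655960, had fragments in 3 of 7 Type-1 neurons, 5 of 9 Type-2 neurons and the Unknown neuron, between 99 and 1636 in each of them. Its mean log2(FPKM + 1) was 2.14 ± 2.68 (SD, n = 7) in Type-1 and 2.30 ± 2.43 (SD, n = 9) in Type-2 neurons (exact permutation test, p = 0.849). Dbx1 had 0 fragments in all 17 neurons. Of the 14 Nkx genes in the table, 7 had a fragment in at least 1 neuron, and each of the 17 neurons had a fragment of at least 1 of them, 13 with 10 or more fragments of a single Nkx gene. Nkx6-2, on chromosome 7 from 139579376 to 139582797, was the most widely found, in 11 of 17 neurons. The mean log2(FPKM + 1) of Nkx6-2 was 2.15 higher in Type-2, with p = 0.0439 in the exact permutation test and 0.145 after adjustment over 56 genes. Nkx2-1 had 13 fragments in all, in 4 of 7 Type-1 neurons, and 0 in Type-2.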

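Evx1 (chromosome 6 of GRCm38, 52313498 to 52318378) had 2368 fragments in Type-1 Neuron 18 and 30 in the Unknown neuron, and 0 in the others. Evx2 (chromosome 2, 74652991 to 74659557) had fragments in 1 Type-1 neuron, 4 Type-2 neurons and the Unknown neuron, with 1051 in Neuron 5, 753 in Neuron 2, 544 in Neuron 1, 106 in Neuron 14, 2 in the Unknown neuron and 1 in Neuron 9. With the Unknown neuron, which had fragments of both genes, counted once, 7 of 17 neurons (41.2%) had Evx1 or Evx2, namely 2 Type-1, 4 Type-2 and the Unknown. The counts of neurons for the single genes add up to 8. At least 10 fragments of either gene were found in 6 of 17 neurons. Pax7, on chromosome 4 from 139737062 to 139833528, had 1 fragment, in Type-1 Neuron 4.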

Because all 17 of our neurons were derived from *Dbx1*-expressing precursors and 8 of 17 expressed *Evx1* or *Evx2* (Supplementary Fig. 4, Supplementary Table 3), and only 1 of 17 expressed Pax7, our sample represents the V0 ventral (V0_V_) cardinal class^44,45^.

Further, we report upregulation of transcription factors *Akna* and *Runx1* in Type-2 neurons (Fig. 3, Supplementary Table 2). 

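Akna (ENSMUSG00000039158), on chromosome 4 of GRCm38 from 63367125 to 63403354, had 448 fragments in Type-2 Neuron 3, 146 in Type-2 Neuron 7, 464 in Type-1 Neuron 17 and 508 in the Unknown neuron. The L2FC of Akna was 20.56 in DESeq2 with default settings (adjusted p = 6.73e-10). It was 0.29 without replacement of outlier counts, where no adjusted p was given, and 0.37 in edgeR (standard error 1.34, adjusted p = 0.998). Its mean log2(FPKM + 1) differed by 0.15 between types (exact permutation test, p = 0.850). Runx1 (ENSMUSG00000022952), on chromosome 16 from 92601466 to 92826149, had 467 fragments in Type-2 Neuron 7, 216 in Neuron 9, 1 in Neuron 11, 285 in Type-1 Neuron 17 and 312 in the Unknown neuron. For Runx1, the L2FC was 21.00 in DESeq2 with default settings (adjusted p = 2.54e-10). It was 1.14 without replacement, where no adjusted p was given, and 1.18 in edgeR (standard error 1.36, adjusted p = 0.985). The difference in mean log2(FPKM + 1) of Runx1 was 0.19 (exact permutation test, p = 0.668). DESeq2 had replaced a count of both genes as an outlier. Across the 17 neurons, Akna followed the mean of 14 microglial marker genes with a Pearson r of 0.595 (permutation p = 0.00998). The Spearman rho was 0.629 (permutation p = 0.00701). Without Neurons 7 and 17, r was 0.470 (permutation p = 0.0823). Runx1 followed the same mean with r = 0.684 (permutation p = 0.00112) and rho = 0.658 (permutation p = 0.00475). Its r also fell without these neurons, to 0.557 (permutation p = 0.00305).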

*Runx1* helps consolidate spinal motor neuron identity by suppressing interneuron programs^46^. It may, therefore, seem counterintuitive that *Runx1* is upregulated in Type-2, but we speculate that it may be acting to suppress Type-1 programs or else halting any further programming or developmental changes to Type-2 neurons. The potential role of *Akna* is not known.

#### Non-coding RNA

We report 15 differentially expressed long non-coding RNA (such as *2610035D17Rik*, *Gm39244, Gm32647*) (Fig. 3, Supplementary Table 2). 

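By the GENCODE annotation of GRCm38, 122 of the 123 genes in the paper's list matched 1 gene each. Of these, 14 were long noncoding, 12 higher in Type-2 and 2 higher in Type-1 in the paper's table, and a further 9 were of the annotation's class TEC, whose coding status is open. DESeq2 replaced a count as an outlier in 9 of the 14, and 8 of the 14 were found in 3 or fewer of the 16 neurons. Gm39244, on chromosome 8 from 108526937 to 108537221, had fragments in 9 of 9 Type-2 and 2 of 7 Type-1 neurons. Its log2(FPKM + 1) was 3.70 ± 1.89 (SD, n = 9) and 0.36 ± 0.64 (SD, n = 7), a difference of 3.33 (exact permutation test, p = 0.00105, 0.0117 after adjustment over 56 genes), with an edgeR L2FC of 5.61 (standard error 1.34, adjusted p = 0.184). Gm32647, on chromosome 7 from 94042691 to 94709171, was found in 4 of 9 Type-2 neurons, up to 4154 fragments in Neuron 13, and in 2 of 7 Type-1 neurons with 3 fragments in all (exact permutation test, p = 0.132). Its edgeR L2FC was 10.53 (standard error 2.43, adjusted p = 0.184). DESeq2 with default settings gave an L2FC of 11.23 for Gm32647 (adjusted p = 0.001325) and 5.99 for Gm39244 (adjusted p = 0.000915). 2610035D17Rik, on chromosome 11 from 113043895 to 113201838, was found in Type-1 Neurons 17 and 18, Type-2 Neuron 3 and the Unknown neuron. The L2FC of 2610035D17Rik was −21.80 in DESeq2 with default settings (adjusted p = 3.18e-11). It was −2.17 without replacement of outlier counts, where no adjusted p was given, and −1.62 in edgeR (standard error 1.37, adjusted p = 0.902). The exact permutation test gave p = 0.588.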

The function of these transcripts and their role(s) in inspiratory rhythm- and pattern-generation is unexplored for now.

### Transcripts associated with cellular neurophysiology

We next examined a broad spectrum of ionotropic and metabotropic synaptic receptors, peptides, peptide receptors, and transient receptor potential (Trp) ion channels (Fig. 4); voltage-dependent ion channels, regulatory subunits, and intracellular receptors (Fig. 5); purine receptors, monoamine receptors, and cell adhesion molecules (Supplementary Fig. 3); as well as transcription factors (Supplementary Fig. 4) irrespective of whether they are DE or non-DE genes. Here, our goal was to understand preBötC neuron excitability and signaling in general, not differential expression, so the criteria for inclusion were relaxed: any genes that were expressed in > 25% of the neurons (4 out of 17), regardless of the type of neuron, were quantified (Supplementary Table 3) and cataloged.

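At least 1 fragment was counted in 4 or more of the 17 neurons for 18332 genes, and in 5 or more for 16632 genes. Fragments in all 17 neurons were found for 2776 genes.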

**Figure 5:**
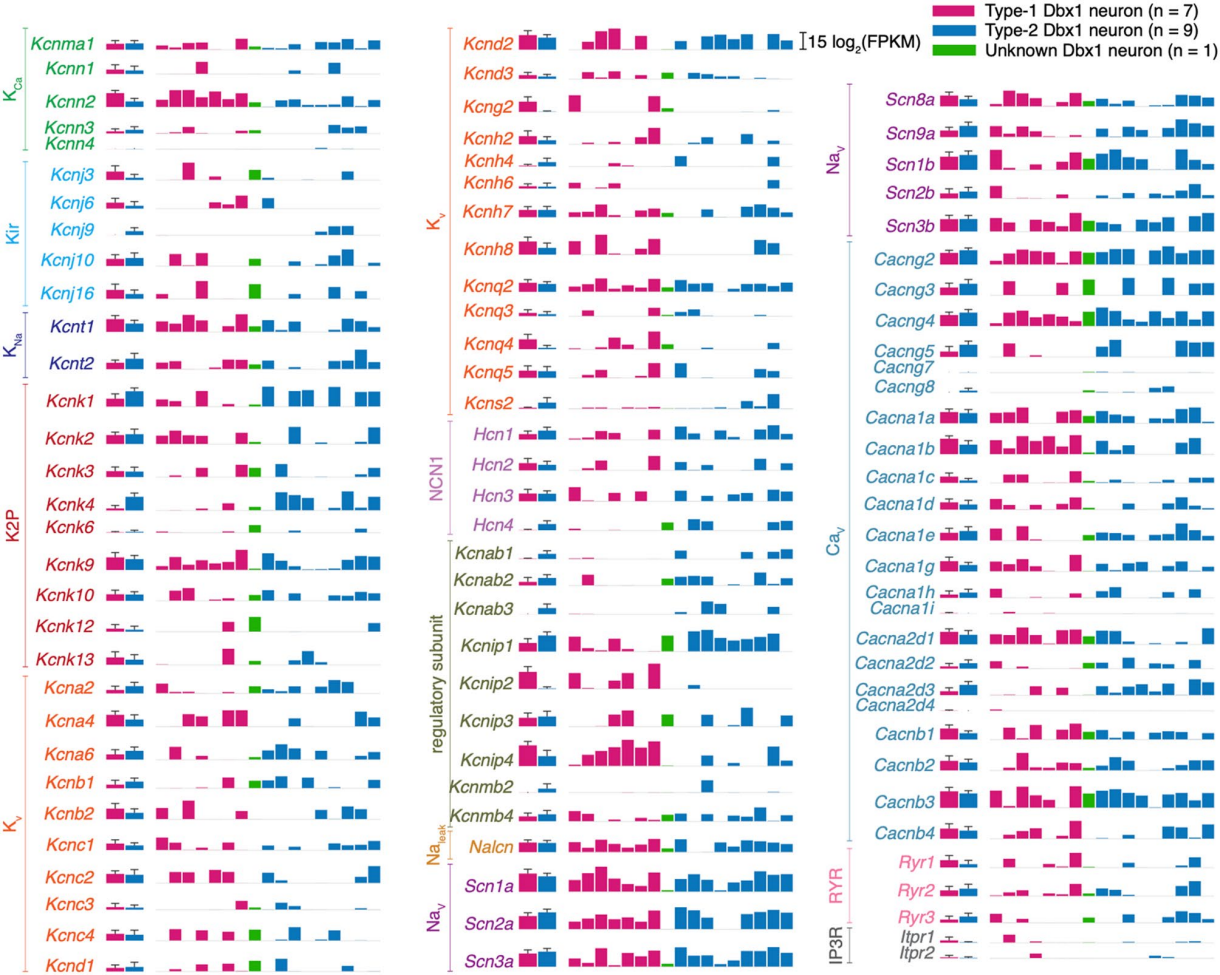
Quantitative gene expression for voltage-dependent ion channels, regulatory subunits, and intracellular receptors. The first two bars show group data for Type-1 (n = 7; magenta bar) and Type-2 (n = 9; blue-cyan bar). The height of the bar is log_2_(mean FPKM) value and the error bar with horizontal cap shows log_2_(mean + SD). The next of 17 bars shows log_2_(FPKM) values for each neuron in the following order: 7 Type-1 neurons (magenta), 1 Unknown neuron (green), and 9 Type-2 neurons (blue-cyan). Gene names are color-coded according to the subfamily to which they belong. None are DE.

#### Ion channels and their regulation

The delayed excitation in Type-1 neurons is a functional characteristic of A-type transient K^+^ current that can be mediated by the K_v_ channels: K_v_1.4 (*Kcna4*), K_v_3.3–3.4 (*Kcnc3-4*), and K_v_4.1–4.3 (*Kcnd1-3*). However, the magnitude of *I*_A_ depends on two proteases (*Dpp6*, *Dpp10;* Supplementary Table 3) that increase the plasma membrane expression of K_v_4.2^47,48^ and the interacting proteins for all K_V_4.x channels (K channel-interacting proteins i.e. KChIPs [*Kcnip1-4*]; Fig. 5, Supplementary Table 3) that substantially enhance *I*_A_ without affecting its voltage-dependence or kinetics^49,50^. 

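Fragments of the A-type channel genes Kcna4, Kcnc4, Kcnd1, Kcnd2 and Kcnd3 were found in 9 to 13 of the 17 neurons. The differences in mean log2(FPKM + 1), Type-2 minus Type-1, ran from −1.21 for Kcna4 to 0.26 for Kcnd2. Exact permutation tests gave p = 0.199 for Kcna4, 0.562 for Kcnc4, 0.831 for Kcnd1, 0.808 for Kcnd2 and 0.547 for Kcnd3. Of the regulatory genes, Dpp6 was found in all 17 neurons (exact p = 0.884) and Dpp10 in 11 (exact p = 0.490). Kcnip1 was 2.08 higher in Type-2 (exact permutation test, p = 0.0667) and Kcnip3 0.20 higher (p = 0.824 in the same exact test). The sign of the small differences of Kcnd1 and Kcnd2 changed in edgeR, to 0.33 and −0.66, and that of Dpp6 changed with log2(CPM + 1), to −0.25. Over the 48 paper-named genes with a count in the 16 neurons, edgeR's p adjusted over the list alone was under 0.05 for 15 genes, against 0 when adjusted over all genes tested, and the exact permutation p adjusted over the list alone was under 0.05 for 2, Sgk1 and Gm39244. The paper chose many of these genes on the same neurons, so a count adjusted over the list alone is not independent evidence.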

Neither the genes for K_v_ ion channels nor these regulatory genes cross our significance threshold in DESeq2 so we make no statistical claims. Nevertheless, we posit that *Kcnip2* and *Kcnip4* are important for augmenting *I*_A_ in Type-1. 

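Kcnip2 (ENSMUSG00000025221), on the minus strand of chromosome 19 of GRCm38 from 45791839 to 45816061, had fragments in 5 of 7 Type-1 and 1 of 9 Type-2 neurons. Mean log2(FPKM + 1) was 2.67 ± 2.79 (SD, n = 7) and 0.12 ± 0.37 (SD, n = 9), a difference of −2.55 (exact permutation test, p = 0.00874, 0.0445 after adjustment over 56 genes). Its L2FC was −7.62 in edgeR (standard error 1.58, adjusted p = 0.133) and −7.91 in DESeq2 with default settings (adjusted p = 0.0647). Kcnip4 (ENSMUSG00000029088), on chromosome 5 from 48389502 to 49524907, had fragments in 7 of 7 Type-1 and 4 of 9 Type-2 neurons. Mean log2(FPKM + 1) was 4.66 ± 2.37 (SD, n = 7) and 1.21 ± 1.90 (SD, n = 9), a difference of −3.45 (exact permutation test, p = 0.00813, 0.0445 after adjustment). For Kcnip4, edgeR gave an L2FC of −3.40 (standard error 1.13, adjusted p = 0.185) and DESeq2 −3.31 (adjusted p = 0.645). With the exact p adjusted over the list alone, the 48 paper-named genes, it was 0.105 for Kcnip2 and Kcnip4.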

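Among single neurons, Kcnip2 ranged from 6 fragments in Neuron 5 to 4738 in Neuron 18 in the Type-1 neurons where it was found, and the Type-2 Neuron 2 had 34. FPKM of Kcnip2 was 26.5 ± 50.6 (SD, n = 7) in Type-1 neurons, a spread larger than the mean. Kcnip4 ranged from 6 fragments in Neuron 4 to 4949 in Neuron 16 in Type-1, and in Type-2 Neuron 13 had 1000 fragments and Neuron 3 had 231.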

The mean expression levels appear to differ greatly between the subpopulations (see *kcnip2* and *kcnip4* bar heights in Fig. 5) but the high variability in the expression level for these genes preludes their ratification as “DE” by DESeq2 analysis. The high variability in the gene expression level is probably due to the technical limitations of Patch-Seq that are discussed in “Perspectives” below.

The sag potential in Type-2 neurons is a classic property of hyperpolarization-activated, cyclic nucleotide-gate channels (HCN) channels encoded by *Hcn1-4* (Fig. 5, Supplementary Table 3). We do not detect any significant difference in the expression of these genes.

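Hcn2 (chromosome 10 of GRCm38, 79716634 to 79736108) had fragments in 9 of 17 neurons, Hcn3 (chromosome 3, 89146074 to 89160196) in 12 and Hcn4 (chromosome 9, 58823412 to 58863175) in 7. Differences in mean log2(FPKM + 1), Type-2 minus Type-1, were −0.02 for Hcn2 (exact permutation test, p = 0.979), 0.30 for Hcn3 (exact p = 0.683) and 1.11 for Hcn4 (exact p = 0.0885, 0.248 after adjustment over 56 genes). The sign of Hcn2 changed to 0.27 with a pseudocount of 0.1, and that of Hcn3 to −0.089 in edgeR. Hcn4 was found in 4 of 9 Type-2 and 2 of 7 Type-1 neurons, with an edgeR L2FC of 5.70 (standard error 1.87, adjusted p = 0.185).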

Our data show that Type-1 and Type-2 neurons comprise electrophysiologically discrete classes (Fig. 1) and yet they do not express different levels of ion channels typically associated with *I*_A_ and *I*_h_ (Fig. 5). We propose that the magnitude of *I*_A_ and *I*_h_, and thus their influence on membrane potential trajectories, are instead governed by either *Kcnip2* and *Kcnip4* or by neuromodulation, in which neurons presynaptic to the preBötC regulate its constituent neurons’ membrane properties. The influence of neurons outside of—and presynaptic to—the preBötC would be impossible to assess by Patch-Seq, the potential role of *Htr1d* notwithstanding (see above).

#### Peptides and peptide receptors

Given the importance of the µ-opioid receptor, *Oprm1*, in opioid-induced respiratory depression^51–54^ we analyzed the expression of *Oprm1*, even though it was neither DE nor expressed in > 25% of the samples. *Oprm1* is expressed in only 3 out 17 samples here (2 Type-1 neurons and 1 Type-2 neuron express *Oprm1*, net mean expression of 0.50 ± 1.58 log_2_[FPKM], n = 17; Fig. 4, Supplementary Table 3). 

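Oprm1 lies on the plus strand of chromosome 10 of GRCm38 from 6758506 to 7038198. It had 717 fragments (6.48 FPKM) in Type-1 Neuron 17, 1 fragment in Type-1 Neuron 15 and 11 fragments (0.600 FPKM) in Type-2 Neuron 12. These 3 of 17 neurons are a share of 17.6% (exact Clopper-Pearson 95% interval, 3.80% to 43.4%), and 2 of 17 neurons had at least 10 fragments. Mean FPKM was 0.418 ± 1.57 (SD, n = 17), and log2 of the mean plus 1 was 0.50. The κ-opioid receptor gene Oprk1 (chromosome 1, 5588466 to 5606131) is in the paper's list of DE genes and had fragments in Type-1 Neurons 5 and 6, Type-2 Neuron 12 and the Unknown neuron. Its L2FC was −22.38 in DESeq2 with default settings (adjusted p = 7.84e-12). It was −0.68 without replacement of outlier counts, where no adjusted p was given, and −0.96 in edgeR (standard error 1.52, adjusted p = 0.985). The exact permutation test gave p = 0.588.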

Our results are congruent with the recent demonstration that ~ 8% of Dbx1 preBötC neurons express *Oprm1*^52,55^. The apparent sparsity of *Oprm1* expression does not negate the obvious potency of µ-opioid receptor-mediated effects in the preBötC but it constrains the mechanism underlying opioid-induced respiratory depression to operate on a small fraction of constituent preBötC neurons, both Type-1 and Type-2, which affect rhythm and pattern.

Peptide receptors for tachykinins (neurokinin-1 receptor specifically), neuromedin B, and gastrin-releasing peptide (NK1R, Nmbr, and Grpr, respectively) modulate breathing by acting directly on preBötC neurons. NK1R-expressing (*Tacr1-3*) preBötC neurons form a heterogeneous population of rhythm- and pattern-generators^56^. Consistent with this idea, we do not observe differential expression of genes encoding NK1R (Fig. 4, only *Tacr3* passed our screening criteria for display).

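Tacr1 had fragments in 2 of 17 neurons, Tacr2 in 3, with 1 fragment each, and Tacr3 in 4. At least 1 of these genes, which the paper names together for NK1R, was found in 9 of 17 neurons (52.9%). Of the 9, 3 were Type-1, 5 Type-2 and 1 Unknown. In 5 of the 9 neurons, a single gene had at least 10 fragments. The pooled share is not a share for Tacr1 alone. Exact permutation tests between types gave p = 1 for Tacr1, 0.738 for Tacr2 and 1 for Tacr3. Tacr3 had 607 fragments in Type-1 Neuron 15 and 484 in Type-2 Neuron 3, and 7 and 23 in Type-2 Neurons 12 and 13.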

Sigh breaths draw on the inspiratory reserve volume of the lungs to reinflate collapsed (or collapsing) alveoli and optimize pulmonary function^34^. Bombesin-like peptide receptors, Nmbr and Grpr, that modulate sighing were detected in ~ 7% of all preBötC neurons, including Dbx1 and non-Dbx1 subpopulations^57^. We report more than double that expression level: 18% of our samples (n = 3) expressed bombesin-like peptide receptor transcripts: 1 Type-1 and 1 Type-2 neuron expressed *Nmbr* for a combined mean expression level of 0.05 ± 0.19 log_2_(FPKM) and 1 Type-2 neuron expressed *Grpr* at an expression level of 0.01 log_2_(FPKM) (Supplementary Table 3). These data are in line with expectations because our study focuses exclusively on Dbx1 preBötC neurons, the core for inspiratory breathing rhythm and pattern, whereas Li et al.^57^ measured transcripts in any preBötC neuron, ~ 50% of which are not derived from Dbx1-expressing progenitors.

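Nmbr (chromosome 10 of GRCm38, 14705591 to 14770850) had 15 fragments (0.567 FPKM) in Type-1 Neuron 5 and 2 fragments (0.0767 FPKM) in Type-2 Neuron 2. Grpr (X chromosome, 163513904 to 163549677) had 2 fragments (0.0689 FPKM) in Type-2 Neuron 7. A fragment of either gene was thus found in 3 of 17 neurons, and at least 10 fragments in 1 of 17.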

Pituitary adenylate cyclase-activating peptide (PACAP) is important for breathing responses to CO_2_. PACAP mutant mice exhibit blunted chemosensitivity and die within 3-weeks after birth due to respiratory defects^58^. Bilateral microinjections of PACAP in preBötC, in vivo, increases breathing frequency and inspiratory motor output^58^ and in vitro leads to an increase in XII motor output frequency^58,59^. We report expression of PACAP receptor (*Adcyap1r1*) in 15 out of 17 samples (6 Type-1 neurons, 8 Type-2 neurons and 1 Unknown) for a combined mean expression level of 3.52 ± 3.24 log_2_(FPKM), which would explain the effect of PACAP on both, rhythm and pattern (Fig. 4, Supplementary Table 3).

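Adcyap1r1, on the plus strand of chromosome 6 of GRCm38 from 55451978 to 55501451, had fragments in 6 of 7 Type-1 neurons, 8 of 9 Type-2 neurons and the Unknown neuron, with at least 10 in each of these 15. FPKM was 10.7 ± 10.4 (SD, n = 7) in Type-1 and 10.1 ± 7.74 (SD, n = 9) in Type-2 neurons. The difference in mean log2(FPKM + 1) was 0.36, smaller than the spread within either type (exact permutation test, p = 0.672), and its sign changed in edgeR, to −0.010.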

SST (and SST receptors) are expressed in core preBötC neurons, including—but not limited to—those derived from Dbx1-expressing precursors^3,4,60^. Several seminal studies in vitro and in vivo show that SST modulates inspiratory rhythm and pattern^6,11,61^. However, more recent studies specifically posit that SST-expressing (SST^+^) preBötC neurons are specialized for output pattern^6,11^. We report *Sst* expression in 14 out of 17 Dbx1 neurons: 5 Type-1, 8 Type-2, and 1 Unknown for a combined mean expression level of 10.11 ± 11.65 log_2_(FPKM) (Fig. 4). Therefore, our data are incongruent with the theory that divides *rhythm* and *pattern* Dbx1 preBötC neurons on the basis of SST expression. 

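Sst lies on the minus strand of chromosome 16 of GRCm38 from 23889573 to 23890958. It had fragments in 5 of 7 Type-1 neurons, 8 of 9 Type-2 neurons and the Unknown neuron (Fisher's exact test between types, p = 0.550), with at least 10 in 12 of these 14, up to 35140 in Type-2 Neuron 14 and 18161 in Type-1 Neuron 4. Mean FPKM was 1107 ± 3211 (SD, n = 17).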

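Mean log2(FPKM + 1) of Sst was 4.42 ± 4.60 (SD, n = 7) in Type-1 and 5.80 ± 4.20 (SD, n = 9) in Type-2 neurons. The difference of 1.38 was smaller than the spread within either type (exact permutation test, p = 0.526).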

Since we find that SST^+^ Dbx1 neurons are well apportioned among putative rhythm- and pattern-generating subpopulations, Type-1 and Type-2, respectively, we posit that a substantial population of non-Dbx1 SST^+^ neurons with exclusively pattern-generating functionality exists in the preBötC, which we did not sample because of our focus on Dbx1-derived subpopulations.

### Perspectives

Dbx1-derived preBötC neurons operate in unison to generate breathing movements. We distinguish *rhythm* and *pattern* functions in seeking to understand the neural origins of breathing but there is just one behavior. 

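Of the 123 genes in the paper's list, 95 had an unadjusted p under 0.05 in edgeR and 0 had an adjusted p under 0.01. In the 16 classified neurons, 58 of the 123 were found in 3 or fewer, while 21275 genes were found in at least 1 neuron of both types. The 10 genes with the smallest edgeR p among those found in at least 5 of 7 Type-1 or 6 of 9 Type-2 neurons were Gm13404, C130089K02Rik, Akr1e1, Kcnip2, Sgk1, Prune1, Gm44286, 8030445P17Rik, Igsf11 and Sfmbt2. Akr1e1, on chromosome 13 from 4590750 to 4609174, had 19.3 ± 14.8 FPKM (SD, n = 9) in Type-2, with fragments in 8 of 9 neurons, and 0 fragments in Type-1 (adjusted p = 0.128 in edgeR and 6.53e-13 in DESeq2 with default settings). Prune1, on chromosome 3 from 95253674 to 95282076, had 15.1 ± 9.76 FPKM (SD, n = 9) in Type-2 and 0.143 ± 0.369 FPKM (SD, n = 7) in Type-1 neurons, with an edgeR L2FC of 6.62 (standard error 1.49, adjusted p = 0.184).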

Type-1 and Type-2 neurons are significantly different on the basis of only 123 genes out of the 31,420 genes we detected, although it should be noted that our criteria of p_adj_ < 0.01 and L2FC > 1.5 are relatively stringent^62–64^. Thus, these putative rhythm- and pattern-generating populations have much more in common in terms of their transcriptomes, compared to that which differentiates them.

We acknowledge technical limitations could have limited our ability to resolve Type-1 versus Type-2 transcriptome disparity. The minute amount of starting material (usually ≤ 10 pg RNA in the retrieved cytoplasm) from a single neuron necessitates substantial amplification to get sufficient cDNA for sequencing (> 150 pg/µL). Amplification leads to bias favoring some sequences and invariably drowning-out others^65^. Also, reverse transcription errors can lead to faulty replication followed by a failure to map to the reference genome. These caveats produce false zeros for genes that are biologically expressed at non-zero levels^62,66,67^. We performed multiple quality checks (Supplementary Fig. 1B) for our sequences, used stringent criteria for selecting DE genes and scrambling to ensure the differential expression analysis was efficient in detecting DE genes. However, these checks cannot differentiate a technical zero from a biological zero. The upshot of these caveats is that our Patch-Seq analysis assuredly missed some expressed genes and incorporates some false zeros. We further acknowledge that the disparities between Type-1 and Type-2 neurons may come about during translation and post-translational modifications, which impact phenotypic properties like inspiratory burst magnitude (*I*_CAN_, i.e., Trpm4-dependent), delayed excitation (*I*_A_), and sag potentials (*I*_h_).

Nevertheless, these data provide the electrophysiology and transcriptomic data, including non-coding transcripts, for Dbx1 preBötC inspiratory neurons at the core of inspiratory rhythm and pattern generation. The transcriptomic data reported here can be utilized or meta-analyzed to design new experiments studying the neural control of breathing.

## Methods

The Institutional Animal Care and Use Committee at William & Mary approved these protocols, which conform to policies set forth by the Office of Laboratory Animal Welfare (National Institutes of Health) and the National Research Council^68^.

### Mice

We crossed knock-in mice generated by inserting an *IRES-CRE-pGK-Hygro* cassette in the 3’ UTR of the *Developing brain homeobox 1* (i.e., *Dbx1*) gene, i.e., Dbx1^Cre^ mice^69^ (IMSR Cat# EM:01924, RRID:IMSR_EM:01924) with mice featuring Cre-dependent expression of fluorescent Ca^2+^ indicator GCaMP6f., dubbed Ai148 by the Allen Institute^70^ (RRID: IMSR_JAX:030328) Ai148 mice had C57Bl/6J background; Dbx1^Cre^ mice had a mixed C57Bl/6J;CD1 genetic background. We used their offspring, referred to as Dbx1;Ai148 mice (P0-2) for experiments.

The animals were housed in colony cages on a 12/12 h light/dark cycle with controlled humidity and temperature at 23 °C and fed ad libitum on a standard commercial mouse diet (Teklad Global Diets, Envigo) with free access to water.

### In vitro slice preparations

The workbench was cleaned with RNase ZAP (Thermo Fisher, Waltham, MA) before beginning each experiment. All the beakers and tools were either autoclaved or cleaned first with RNase ZAP and then with nuclease-free water (NFW).

Dbx1;Ai148 pups were anesthetized by hypothermia, consistent with the American Veterinary Medical Association (AVMA) guidelines for euthanasia^71^. The neuraxis, from the pons to lower cervical spinal cord, was removed within ~ 2 min and submerged in ice-cold artificial cerebrospinal fluid (aCSF) containing (in mM): 124 NaCl, 3 KCl, 1.5 CaCl_2_, 1 MgSO_4_, 25 NaHCO_3_, 0.5 NaH_2_PO_4_, and 30 dextrose. The aCSF was prepared in an RNase-free environment and then aerated continually with 95% O_2_ and 5% CO_2_ during the experiment. We trimmed the neuraxis and glued the dorsal surface of the brainstem onto an agar block (exposing the ventral side). The block and brainstem were affixed rostral side up within a vibratome (Campden Instruments 7000 smz-2, Leicester, UK) while perfusing with aerated ice-cold aCSF. We cut a single transverse slice 450–500 µm thick (n = 14 slices total) with preBötC on its rostral surface^72^. We started a 3-h countdown clock as soon as the mouse was anesthetized and discarded the slice at the end of the interval to avoid sample degradation and contamination.

### Whole-cell patch-clamp recording and cytoplasmic sample collection

We perfused slices with aCSF (28 °C) at 2–4 ml/min in a recording chamber on a fixed-stage upright microscope. The external K^+^ concentration ([K^+^]_ext_) of the aCSF was raised from 3 to 9 mM to facilitate robust respiratory rhythm and XII motor output. We recorded XII motor output using suction electrodes fabricated from autoclaved borosilicate glass pipettes (OD: 1.2 mm, ID: 0.68 mm) fire polished to a diameter of ~ 100 µm. XII motor output was amplified by 2000, band-pass filtered at 0.3–1 kHz, and RMS smoothed for display.

Inspiratory Dbx1 preBötC neurons were selected visually based on rhythmic fluorescence emitted by GCaMP6f. Patch pipettes were fabricated from autoclaved borosilicate glass (OD: 1.5 mm, ID: 0.86 mm) using a 4-stage program on a Flaming-Brown P-97 micropipette puller (Sutter Instruments, Novato, CA). Patch pipettes with tip resistance of 3–5 MΩ were filled with an internal solution, mixed in an RNase-free environment, containing (in mM): 123 K-gluconate, 12 KCl, 10 HEPES, 0.2 EGTA, 4 Mg-ATP, 0.3 Na-GTP, 10 Na_2_-phosphocreatine, and 13 Glycogen (osmolarity adjusted to 270–290 mOsm and pH 7.25). We added 0.8% Recombinant Ribonuclease Inhibitor (RRI) to the internal solution immediately before each experiment to preserve RNA. We used robotic micromanipulators (Sensapex, Helsinki, Finland) to guide our patch pipettes toward inspiratory neurons under visual control and then performed whole-cell patch-clamp recordings using an EPC-10 patch-clamp amplifier (HEKA Instruments, Holliston, MA) with PATCHMASTER software (RRID:SCR_000034).

Starting from a quiescent membrane potential between inspiratory bursts, we defined inspiratory drive latency as the elapsed time from first detection of summating synaptic potentials (EPSPs) until the onset of the inspiratory burst.

We measured two intrinsic membrane properties from a baseline membrane potential of − 60 mV: input resistance and cell capacitance. We applied 1 s current steps in a 10-step sequence and plotted the resulting current–voltage (I–V) relationship. For input resistance, we then measured the slope of the I–V curve in the linear region between (approximately) − 60 and − 40 mV. The membrane time constant was fitted by regression to an exponential function based on the membrane voltage response to a 500 ms hyperpolarizing current pulse. We measured the cell capacitance using the membrane time constant and input resistance.

We tested for A-type K^+^ current (*I*_A_) by applying suprathreshold depolarizing current step commands of 750–1000 ms duration from holding potentials of − 70 mV (Fig. 1B) and − 50 mV. The net applied current during the step command was equivalent regardless of holding potential. Neurons expressing *I*_A_ exhibited delayed excitation of 120–220 ms from a holding potential of − 70 mV, but not from a holding potential of − 50 mV^14,15^.

We tested for hyperpolarization-activated cationic current (*I*_h_) by applying hyperpolarizing current step commands of 750–1000 ms duration, which caused initial voltage excursions exceeding − 30 mV from a holding potential of − 50 mV (Fig. 1C). Neurons expressing *I*_h_ exhibited a time- and voltage-dependent depolarizing ‘sag’^14,15^.

After, categorizing the Dbx1 preBötC neuron as Type-1 and Type-2 (Supplementary Fig. 1A_a_), cytoplasmic contents were extracted under voltage clamp (− 60 mV holding potential) by applying negative pressure (0.7–1.5 psi). Successful extraction left the neurons visibly shrunken. Negative pressure was applied for a maximum of 10 min or until the neuron was electrophysiologically unstable, indicated by holding currents exceeding − 600 pA, whichever happened first. The patch pipettes were retracted promptly, and the cytoplasmic contents were ejected by breaking the pipette tip at the bottom of the RNase-free PCR tube containing 4 µL of stock solution (stock solution = NFW with 2% RRI) while applying positive pressure (Supplementary Fig. 1A_b_). Great care was taken to avoid any bubbles while applying positive pressure. Samples were briefly spun in a mini centrifuge, then snap-frozen in liquid nitrogen and stored at − 80 °C until further processing.

We monitored for potential contamination by collecting negative control samples during each experiment. Patch pipettes were filled with internal solution and then inserted into the tissue without targeting any neuron for recording; their contents were processed identically.

### cDNA synthesis, library preparation and sequencing

RNA from the recovered cytoplasm of patch-clamped neurons was converted to complementary DNA (cDNA) according to the SMART-Seq HT protocol (Takara Bio USA, Mountain View, CA), which incorporates the template-switching activity of the reverse transcriptase to select for full-length cDNAs and to add PCR adapters to both ends of the first-strand DNA (SMART = Switching Mechanism at 5’ end of RNA Template). Samples were denatured at 72 °C for 3 min. poly(A) + RNA was reverse transcribed using a tailed oligo(dT) primer. First strand cDNA synthesis and double-stranded cDNA amplification were performed in a thermocycler using the following program: 42 °C for 90 min; 95 °C for 1 min; 18 cycles of 98 °C for 10 s, 65 °C for 30 s, 68 °C for 3 min; and finally, 72 °C for 10 min. PCR-amplified cDNA was purified by immobilization on Agencourt AMPure XP beads (Beckman Coulter, Brea, CA), and then washed with 80% ethanol and eluted with elution buffer. Sequencing libraries were prepared from the amplified cDNA using SMART-Seq PLUS kits (Takara Bio USA, Mountain View, CA). Unique dual indexes were used on the amplified libraries to identify samples. We verified average cDNA size, abundance, and quality control of the final library using a Bioanalyzer High Sensitivity kit (Agilent, Santa Clara, CA) and Qubit dsDNA High-sensitivity Assay Kit (Molecular Probes, Eugene, OR) (Supplementary Fig. 1A_c_). cDNA samples containing less than 150 pg/µl cDNA were not sequenced. The cDNA sequencing libraries passing quality control were sequenced using an Illumina HiSeq X Sequencing system (Supplementary Fig. 1A_d_) with paired-end (150 bp) reads (Admera Health Biopharma Services, South Plainfield, NJ). A total of 18 samples were sequenced. Investigators were blinded to cell type during library construction and sequencing.

### Quality control, pre-processing, and alignment to reference genome

Nucleotide sequences along with their corresponding quality scores were returned as FASTQ files. We received an average of 18,724,864 (n = 18 samples) paired-end reads per sample. The quality of reads was verified using FastQC v0.11.8 (Supplementary Fig. 1B_a_). One sample returning 688 reads was discarded.

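The discarded sample is Sample 10, a neuron with the Type-2 label. It is not used here, and the other 17 of the 18 samples are the neurons analysed.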

The mouse reference genome, mm10 from *Ensembl*, was used to create the genome directory for aligning the reads in STAR using the following commands:

1. wget ftp://ftp.ensembl.org/pub/release-102/fasta/mus_musculus/dna/Mus_musculus.GRCm38.dna.primary_assembly.fa.gz
2. wget ftp://ftp.ensembl.org/pub/release-102/gtf/mus_musculus/Mus_musculus.GRCm38.102.gtf.gz
3. gunzip Mus_musculus.GRCm38.dna.primary_assembly.fa.gz
4. gunzip Mus_musculus.GRCm38.102.gtf.gz
5. STAR --runMode genomeGenerate --genomeDir {path to genome folder} --genomeFastaFiles Mus_musculus.GRCm38.dna.primary_assembly.fa --sjdbGTFfile Mus_musculus.GRCm38.102.gtf --sjdbOverhang 149 --genomeSAsparseD 2

The raw reads were aligned to the mm10 reference genome by the splice-aware STAR software v2.7.7a, which generates BAM alignment files (Supplementary Fig. 1B_c_), using the following command:

1. STAR --genomeDir mm10ReferenceGenome --readFilesIn inputFASTQFile1.fastq inputFASTQFile2.fastq --outFileNamePrefix outputBAMFile --outSAMtype BAM SortedByCoordinate --outReadsUnmapped Fastx

The alignment procedure (above) was done a total of 3 times for each sample to monitor the quality of the samples. The first alignment corresponds to raw reads. The second and third alignments are done after removing adapter and overrepresented sequences, respectively.

Adapters added during library construction: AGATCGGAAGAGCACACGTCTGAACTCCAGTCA (paired end 1) and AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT (paired end 2) were trimmed (Supplementary Fig. 1B_b_) by bbduk v38.00 using the following command:

1. sh bbduk.sh in1 = inputFASTQFile1.fastq. in2 = inputFASTQFile2.fastq out1 = outputFASTQFile1.fastq out2 = outputFASTQFile2.fastq ktrim = r -Xmx27g mm = f k = 33 hdist = 1 literal = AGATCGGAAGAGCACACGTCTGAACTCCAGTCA,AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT tbo tpe

The SMART-Seq HT kit uses dT priming for first-strand cDNA synthesis, annealing to the poly A tails of mRNA. The sequencing reads contained poly T/A sequences that were identified by FASTQC and tagged as overrepresented sequences, and finally trimmed (Supplementary Fig. 1B_b_) by cutAdapt v3.2 using the following command:

1. cutadapt -a overrepresentedSequence -A overrepresentedSequence’ -o outputFASTQFile1.fastq -p outputFASTQFile2.fastq inputFASTQFile1.fastq inputFASTQFile2.fastq −m 10 −j 4

The STAR v2.7.7a alignment software tallies the number of sequences that (1) align uniquely, (2) align at multiple portions, or (3) fail to align with mm10. We present these alignment statistics for each step (raw reads, adapter-trimmed reads, and adapter-trimmed reads following removal of overrepresented sequences, i.e., *processed reads*) in Supplementary Table 1. Only the final processed reads were used for downstream analysis.

We employed Qualimap v.2.2.2 to perform a final quality check of the BAM alignment files using this command:

1. qualimap rnaseq -bam inputFile.bam -gtf Mus_musculus.GRCm38.102.gtf outdir outputFileDir --paired --java-mem-size = 4G

Intergenic reads exceeding 30% indicate DNA contamination. 

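By the paper's Supplementary Table 1, the intergenic share of reads ran from 2.19% to 9.39% over the 17 neurons. Between types it differed by −0.853 percentage points, with 4.76% ± 2.48 (SD, n = 9) in Type-2 neurons and 5.61% ± 1.76 (SD, n = 7) in Type-1 neurons (exact permutation test, p = 0.450). The exon share in the same table was 67.1% ± 17.8 (SD, n = 9) in Type-2 and 59.5% ± 13.5 (SD, n = 7) in Type-1 neurons, a difference of 7.57 percentage points (exact permutation test, p = 0.361). Marker genes of other cell types also had fragments. At least 10 of 14 microglial marker genes had fragments in 11 of 17 neurons, and the 14 genes together took up to 2.18% of a library (Neuron 17).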

Our samples showed an average of 5.37% ± 2.33% intergenic reads (n = 17) so we conclude that our samples were not contaminated and thus could be used for downstream analyses. The quality control metrics of the processed reads, computed by Qualimap, are shown in Supplementary Table 1.

Uniquely aligned reads were converted to fragment counts (Supplementary Fig. 1B_d_) using featureCounts from the Rsubread package v2.4.2. The data pre-processing was performed using computing facilities at William & Mary (https://www.wm.edu/it/rc).

### Data analysis

We wrote custom R scripts (R v4.0.3, RRID:SCR_001905) that quantify gene expression as fragment counts per kilobase of exon per million mapped reads (FPKM; Supplementary Fig. 1B_e_). This quantification method is ideally suited for paired-end reads and normalizes for gene length and quantity of mapped reads. We also used R scripts to compute the mean and standard deviation (SD) of FPKM values. The log_2_ transformed value of FPKM, mean FPKM, or mean + SD FPKM were used for visualization.

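In the deposited counts, 22739 genes had 0 fragments in all 17 neurons and 23824 genes had 0 in the 16 classified neurons. FPKM recomputed from the counts, the gene lengths and the library totals differed from the deposited FPKM by at most 5.82e-11.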

Genes that are part of mm10 but had zero fragment counts in all 17 samples were omitted from all further analyses and consideration (23,824 genes). We performed differential expression analyses on the remaining non-zero genes (31,543 genes) using DESeq2 v1.30.1 software. DESeq2 uses fragment count (not FPKM) for each gene to calculate its geometric mean (non-zero counts only) across all the samples (Supplementary Fig. 1B_f_). Next, it normalizes each count by dividing the fragment count of the gene by its geometric mean. The fold change (L2FC) between Type-1 and Type-2 Dbx1 neurons is calculated using logarithm (base 2) of the normalized counts. Any gene where the L2FC exceeds 1.5 and adjusted *p* value (p_adj_) is less than 0.01 was deemed differentially expressed (DE).

Custom MATLAB scripts (RRID:SCR_001622) implemented unsupervised principal component analysis (PCA) for dimensionality reduction and clustering of the log_2_(FPKM) expression profiles of 123 DE genes and 16 samples. Although the PCA was performed without regard for sample category, clustering of the Type-1 and Type-2 samples is evident using the first two principal component scores that represent 32% of the variation in the data (Fig. 2B, axes labelled PC1 and PC2). 

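On log2(FPKM + 1) of the paper's 123 genes, the first component held 20.9% and the second 11.9% of the variance, 32.8% together. Their share was 34.1% with a pseudocount of 0.1 and 30.2% with each gene scaled to unit variance, and 0 of 16 neurons were misclassified in both cases.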

A boundary line calculated using linear discriminant analysis (LDA) shows that an accurate Type-1 versus Type-2 classification may be performed using the first two principal component scores.

As a control, we permuted the labels identifying the 16 samples as Type-1 versus Type-2 and repeated our analyses of the log_2_(FPKM) expression profiles. In each of 17 scrambled data sets, 50% of the samples were correctly labelled and 50% were “imposters” with false identities. In each case, we performed DESeq2 analysis to obtain a list of “DE genes” and performed PCA on this subset of genes. Supplementary Fig. 2A shows a representative LDA using PC1 and PC2 for genes differentially expressed between two groups of neurons with scrambled Type-1 and -2 identities. The classification error in this case is 0.25, because 4 of the 16 neurons are misclassified (4 Type-2 neurons, one of which is a Type-2 imposter, are on or below the boundary line). Overall, the performance of classifiers obtained by LDA of such “DE genes” was severely degraded compared to the unscrambled case, especially when the LDA was restricted to the first several principal component scores (Supplementary Fig. 2). This result adds confidence to our list of DE genes for Type-1 versus Type-2 neurons.

### Ethical approval

The reporting of this study follows the ARRIVE guidelines (https://arriveguidelines.org/) that maximize the quality, reliability, and reproducibility of research that facilitates other researchers and readers to scrutinize and evaluate it.

## Supplementary Information

Supplementary Information 1.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

## Data Availability

The raw data of nucleotide sequences along with their corresponding quality scores (FASTQ format), raw fragment counts of the processed data (text file) and the FPKM values of the processed data (text file) are publicly available in the NCBI GEO database (Accession code: GSE175642). The custom R scripts written to process the raw fragments counts are freely available (https://github.com/prajkta9/bioinformatics-scRNA-seq).

# Supplementary material for: Transcriptomes of electrophysiologically recorded Dbx1-derived respiratory neurons of the preBötzinger complex in neonatal mice
**Source:** Sci Rep. 2022 Feb 21;12:2923. doi: 10.1038/s41598-022-06834-z
**Supplement:** Supplementary file 1 — Supplementary Information 1.

# Supplementary Information (Figures)

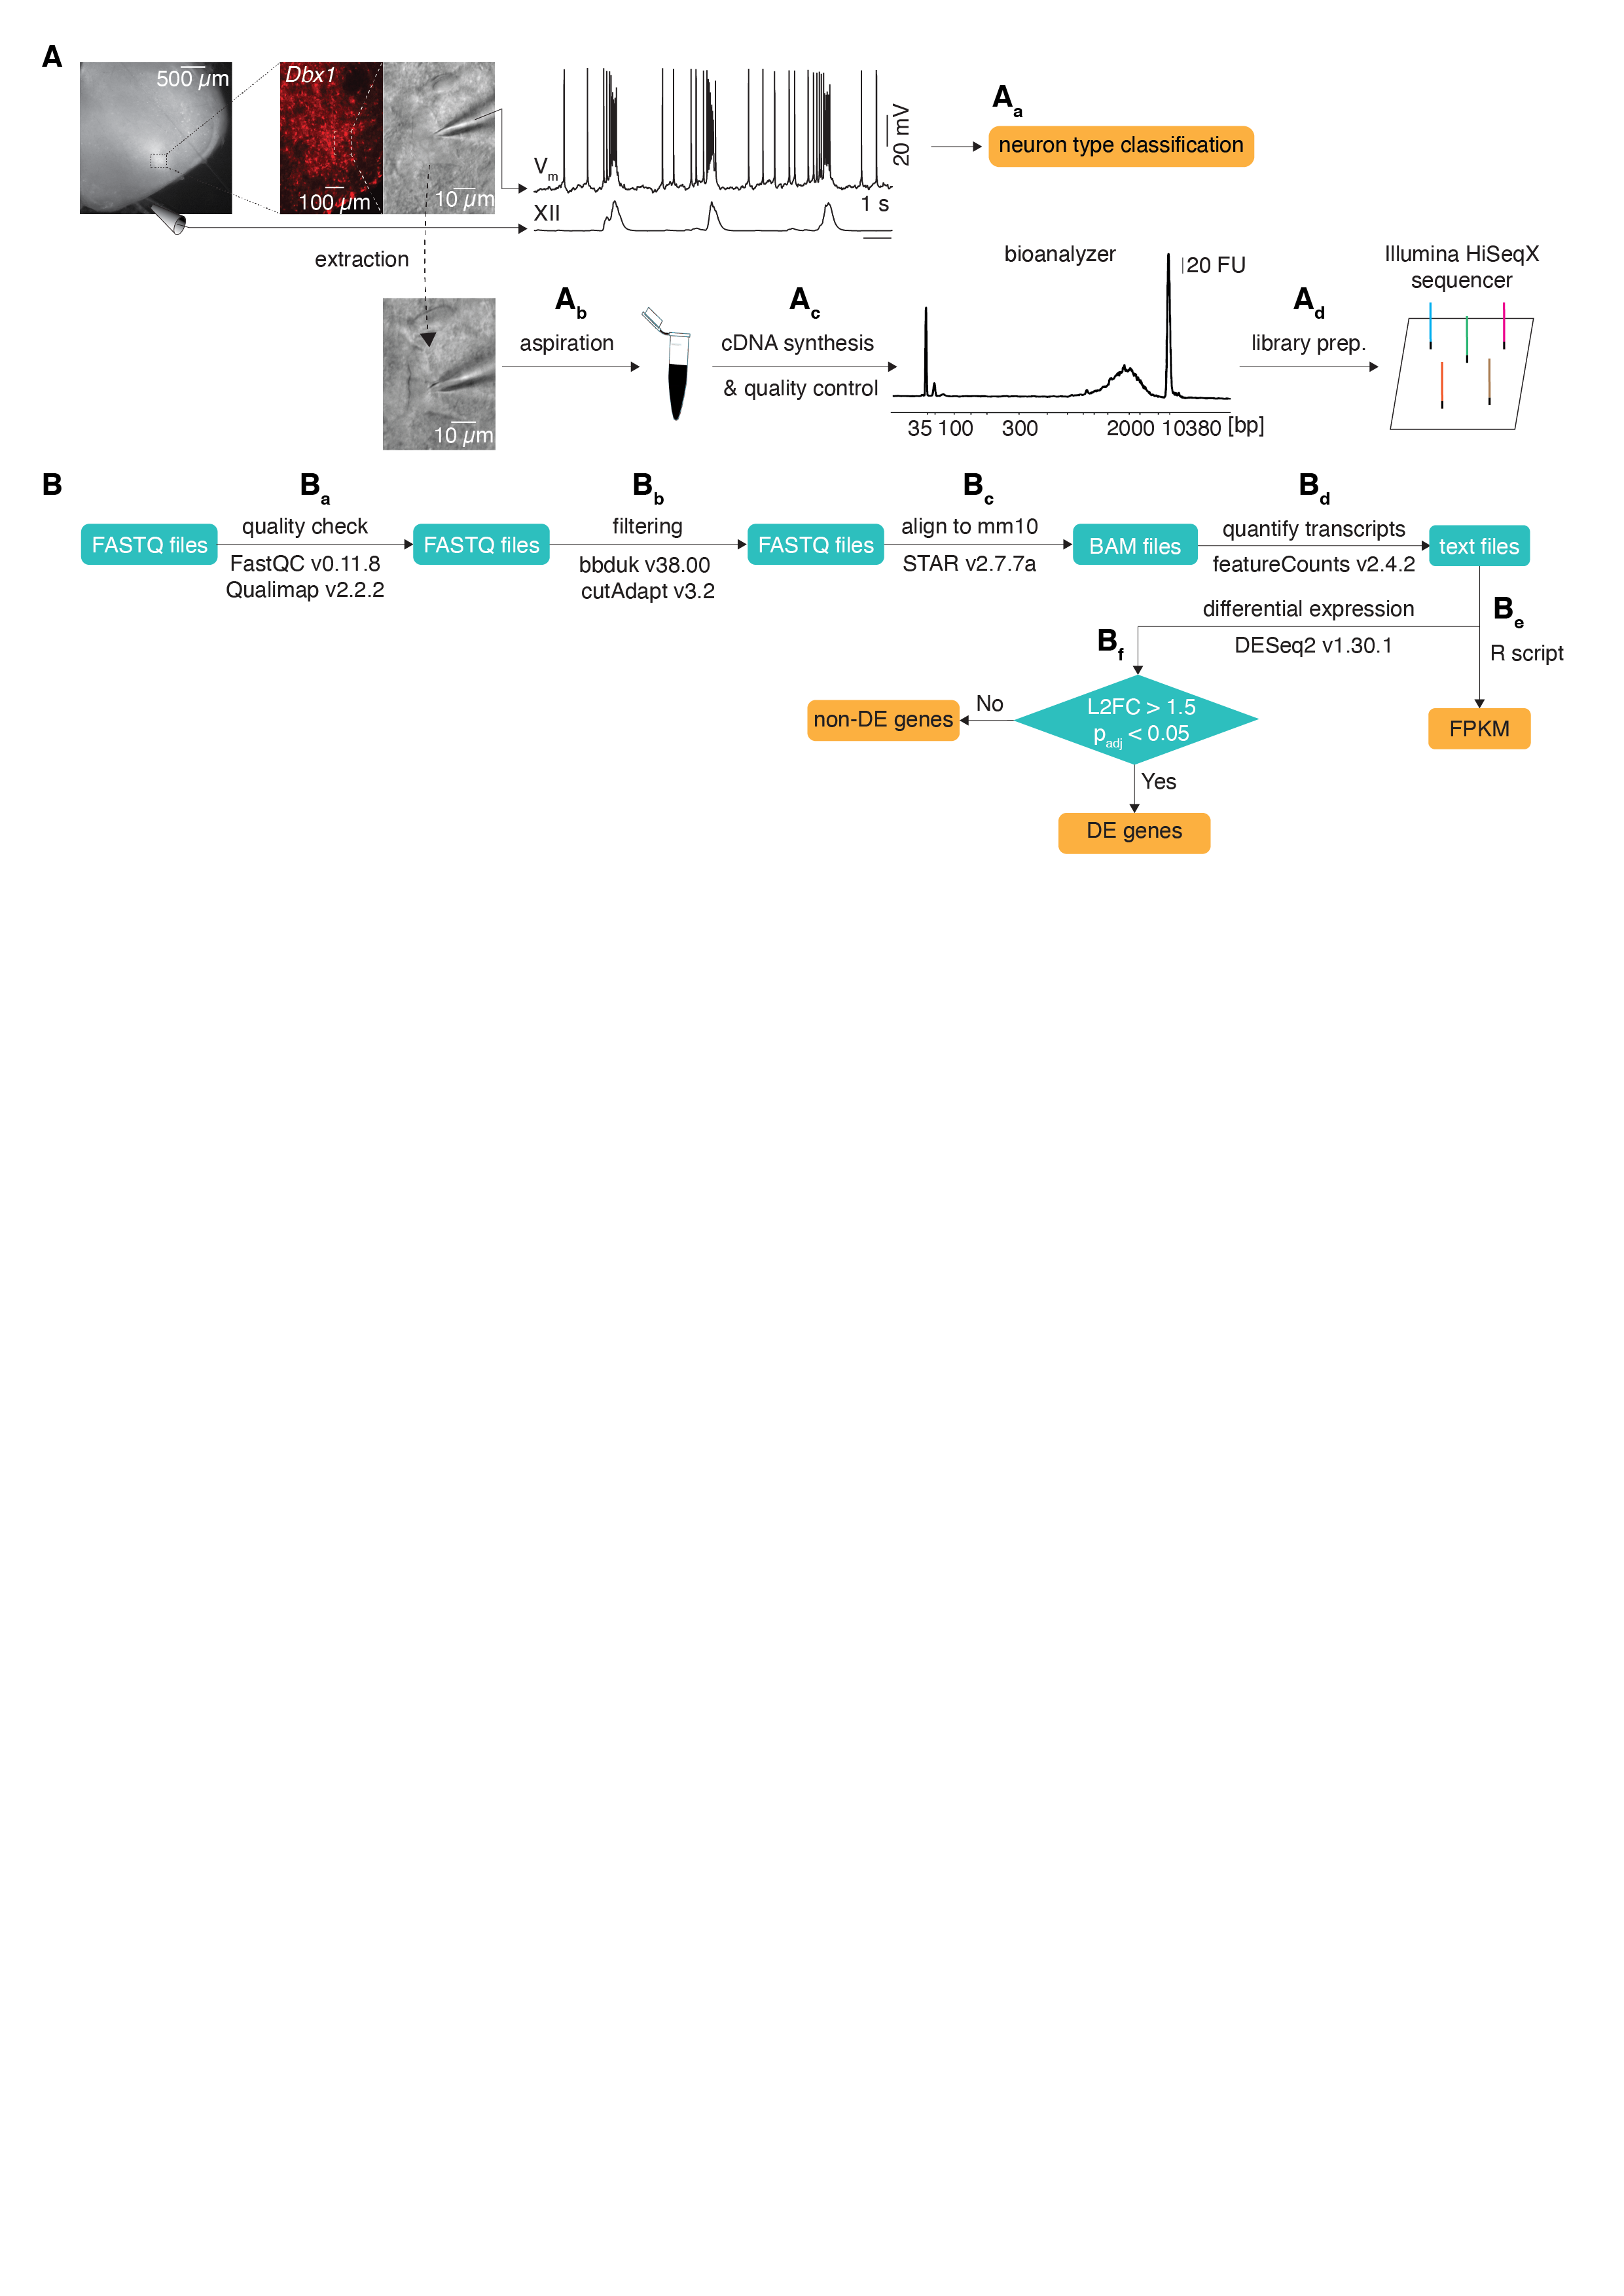

Supplementary Figure 1. Schematic explanation of Patch-Seq. **A**, Rhythmically active Dbx1 preBötC neurons identified by fluorescence and recorded in whole-cell conditions (V_m_, top trace) with XII motor output (bottom). **A_a_** – **A_d_** graphically represent steps in the Patch-Seq workflow as detailed in Material & Methods. **B**, Flowchart (**B_a_** – **B_f_**) that graphically represents the bioinformatics workflow as detailed in Materials & Methods.

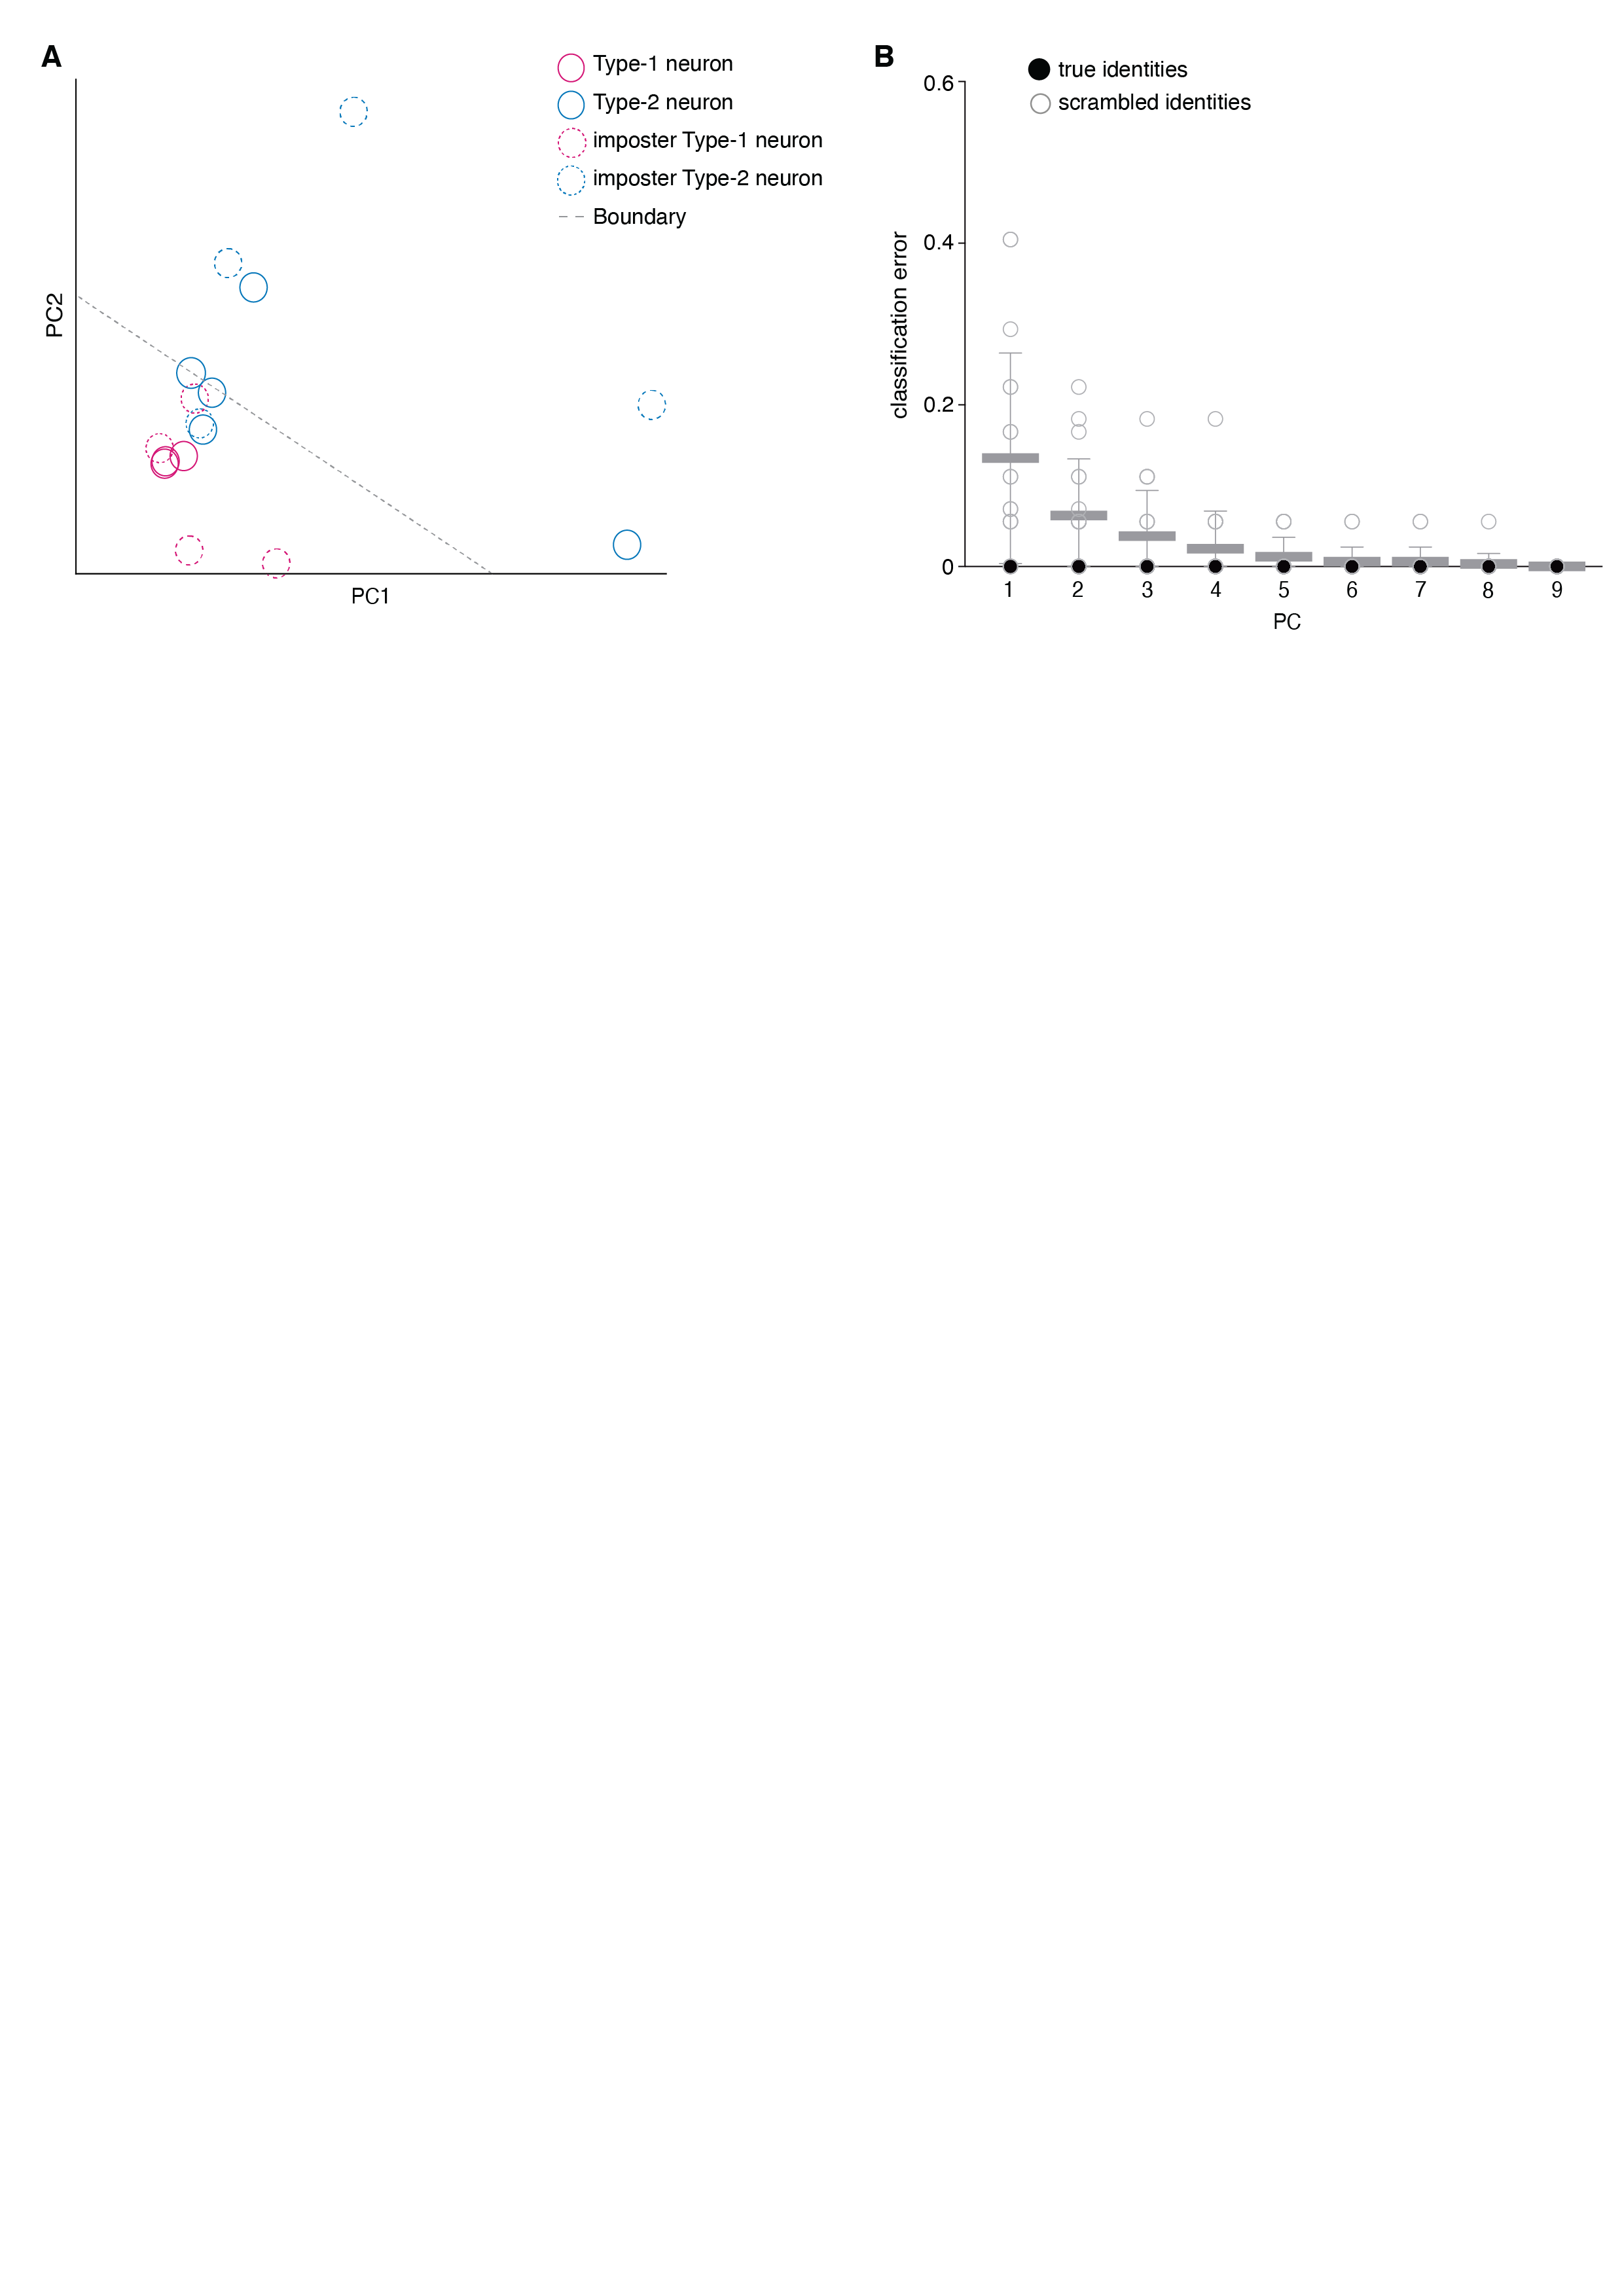

Supplementary Figure 2. Tests of PCA separation of Type-1 and Type-2 Dbx1 preBötC neurons. **A**, Example of PCA after scrambling the identities of 50% of the Dbx1 preBötC neurons as detailed in Materials & Methods. Neurons with intact identities are shown with solid circles. Neurons with scrambled identities are shown dotted-line circles. In both cases, magenta indicates Type-1 and blue-cyan indicates Type-2. **B**, Classification error (y-axis) for PCs 1-9 (x-axis) for the original data set of neurons whose identities have not been modified (filled circle) and for the surrogate data sets in which of 50% of the neurons are imposters with (unfilled gray circles). Relatively high classification errors only occur for groups that contain imposters, which bolsters confidence that Type-1 and Type-2 neurons are discrete classes.

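In the 17 sets with exchanged identities drawn here, DESeq2 with default settings called 282 to 422 genes (median 368) between the exchanged groups. LDA was also tested on simulated data of 5000 genes in 16 neurons with no difference between the groups. In 20 of 20 simulated sets, 0 neurons were misclassified when the genes were chosen on the same neurons, and a mean of 9.55 of 16 were misclassified when each neuron was left out of the choice of genes. With 200 of the genes shifted by 2 SD between the groups, a mean of 0 left-out neurons were misclassified over 20 sets.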

*
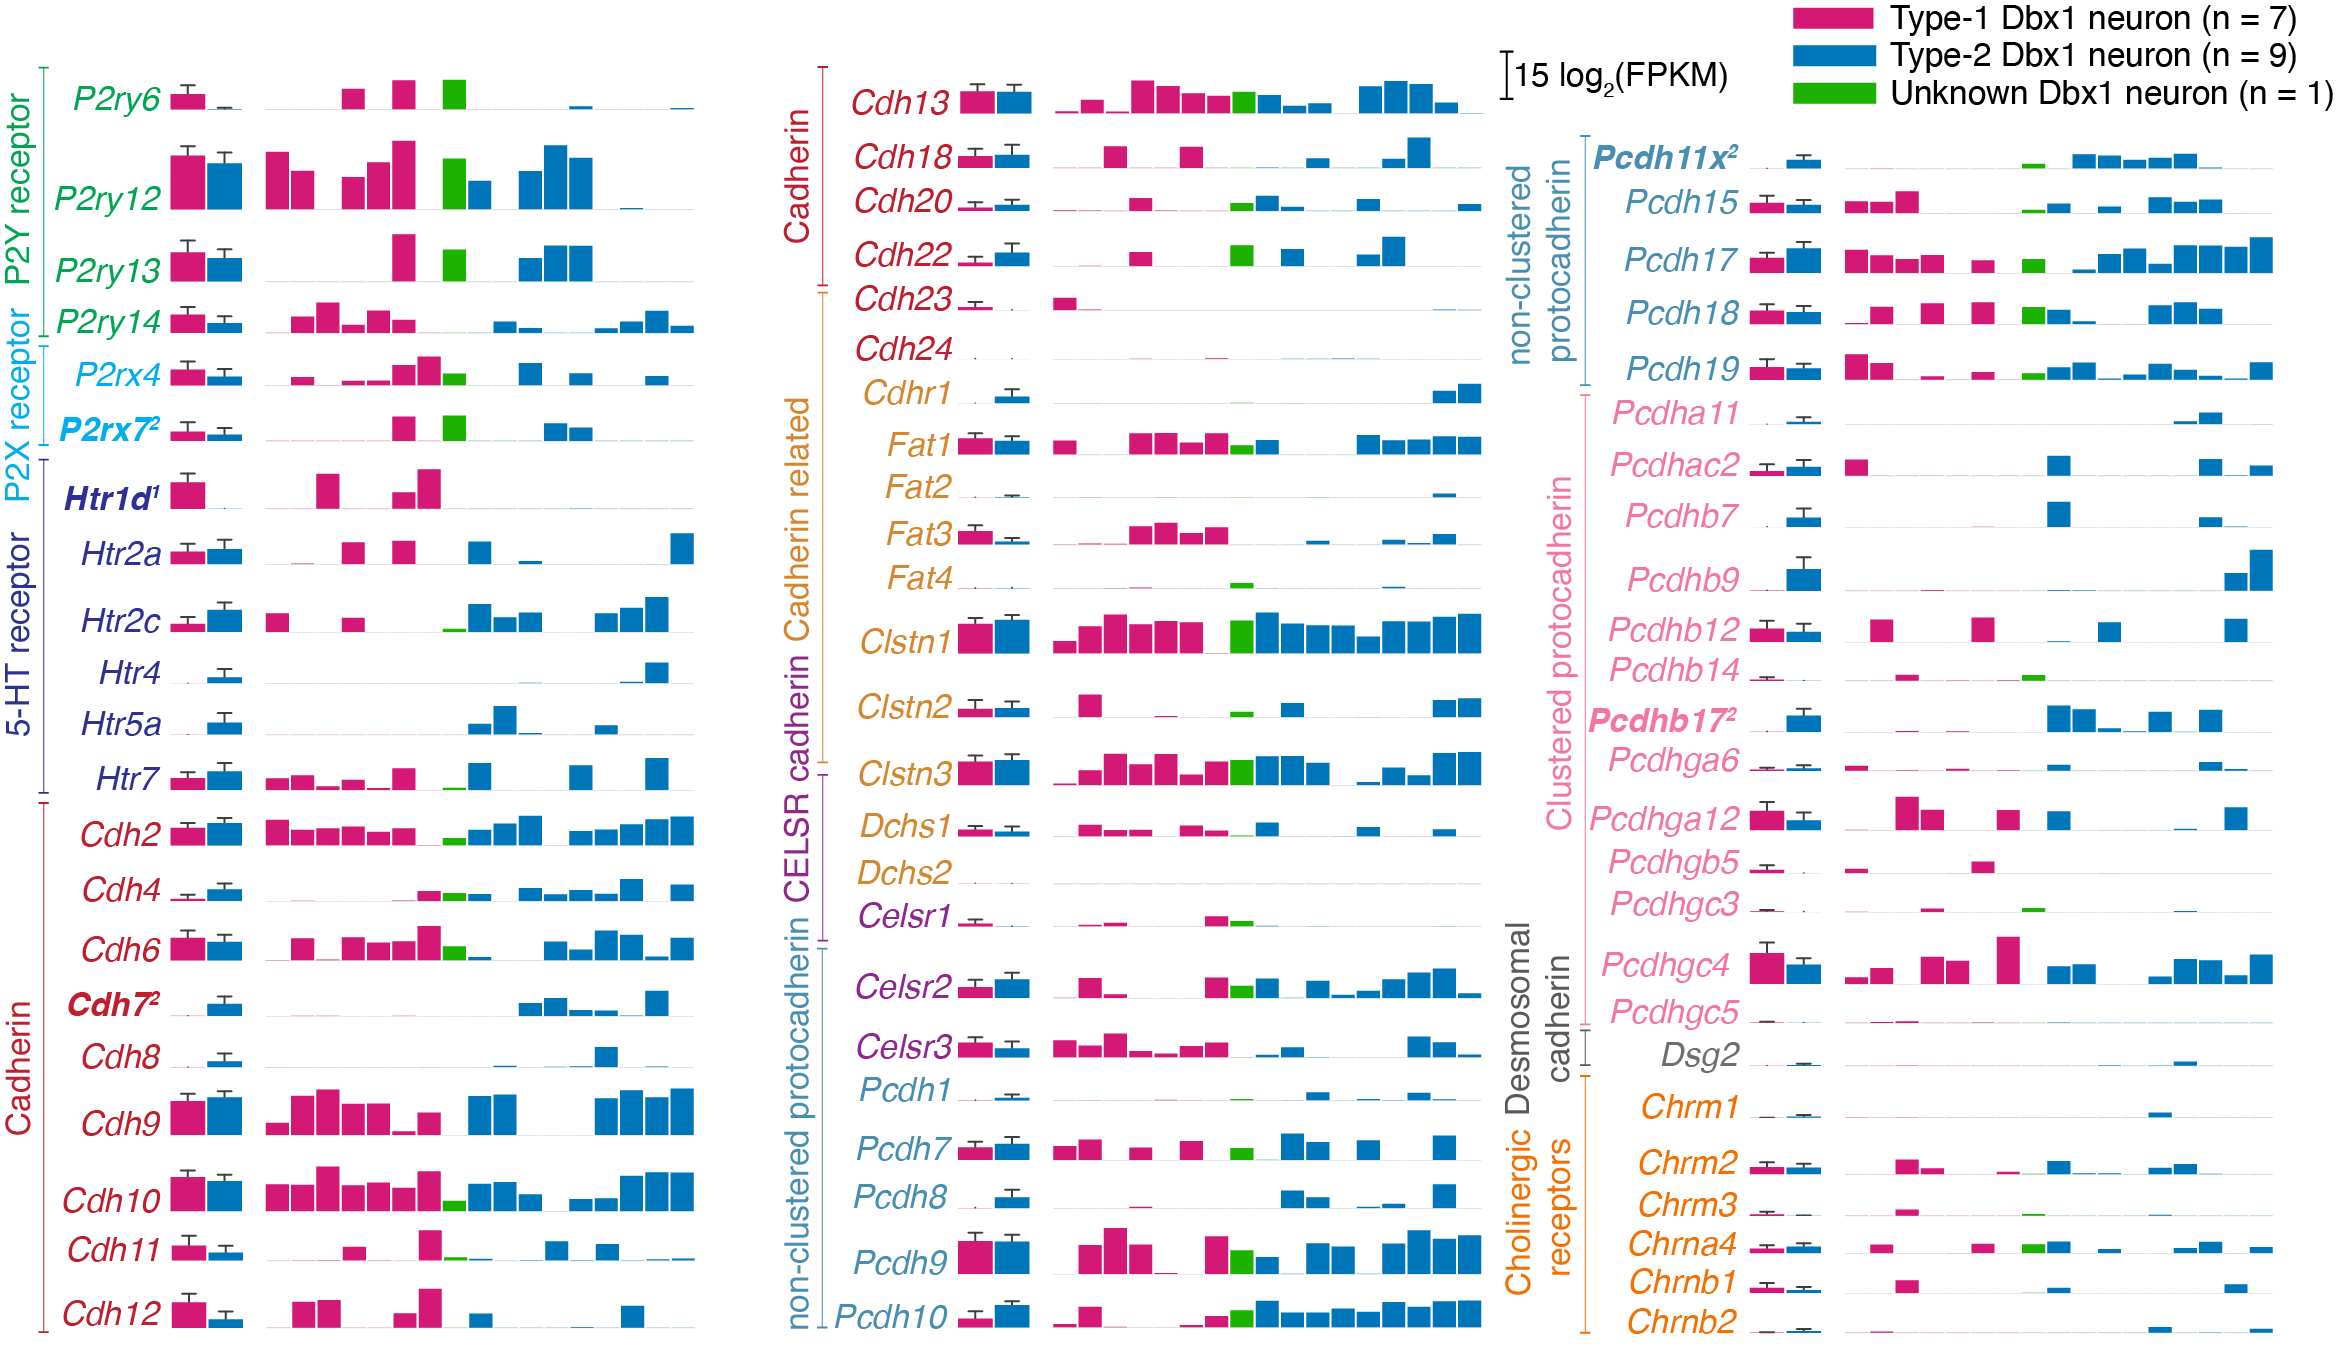
*Supplementary Figure 3. Quantitative gene expression for purinergic receptors, serotonin receptors, cadherins and cholinergic receptors. The first two bars show group data for Type-1 (n = 7; magenta bar) and Type-2 (n = 9; blue-cyan bar). The height of the bar is log_2_(mean FPKM) and the error bar with horizontal cap shows log_2_(mean + SD). The next set of 17 bars shows log_2_(FPKM) values of each neuron in the following order: 7 Type-1 neurons (magenta), 1 Unknown neuron (green), and 9 Type-2 neurons (blue-cyan). Gene names are color-coded according to the subfamily to which they belong. Gene names in bold indicate DE and contain a superscript 1 if upregulated Type-1 neurons and 2 if upregulated in Type-2 neurons.

*
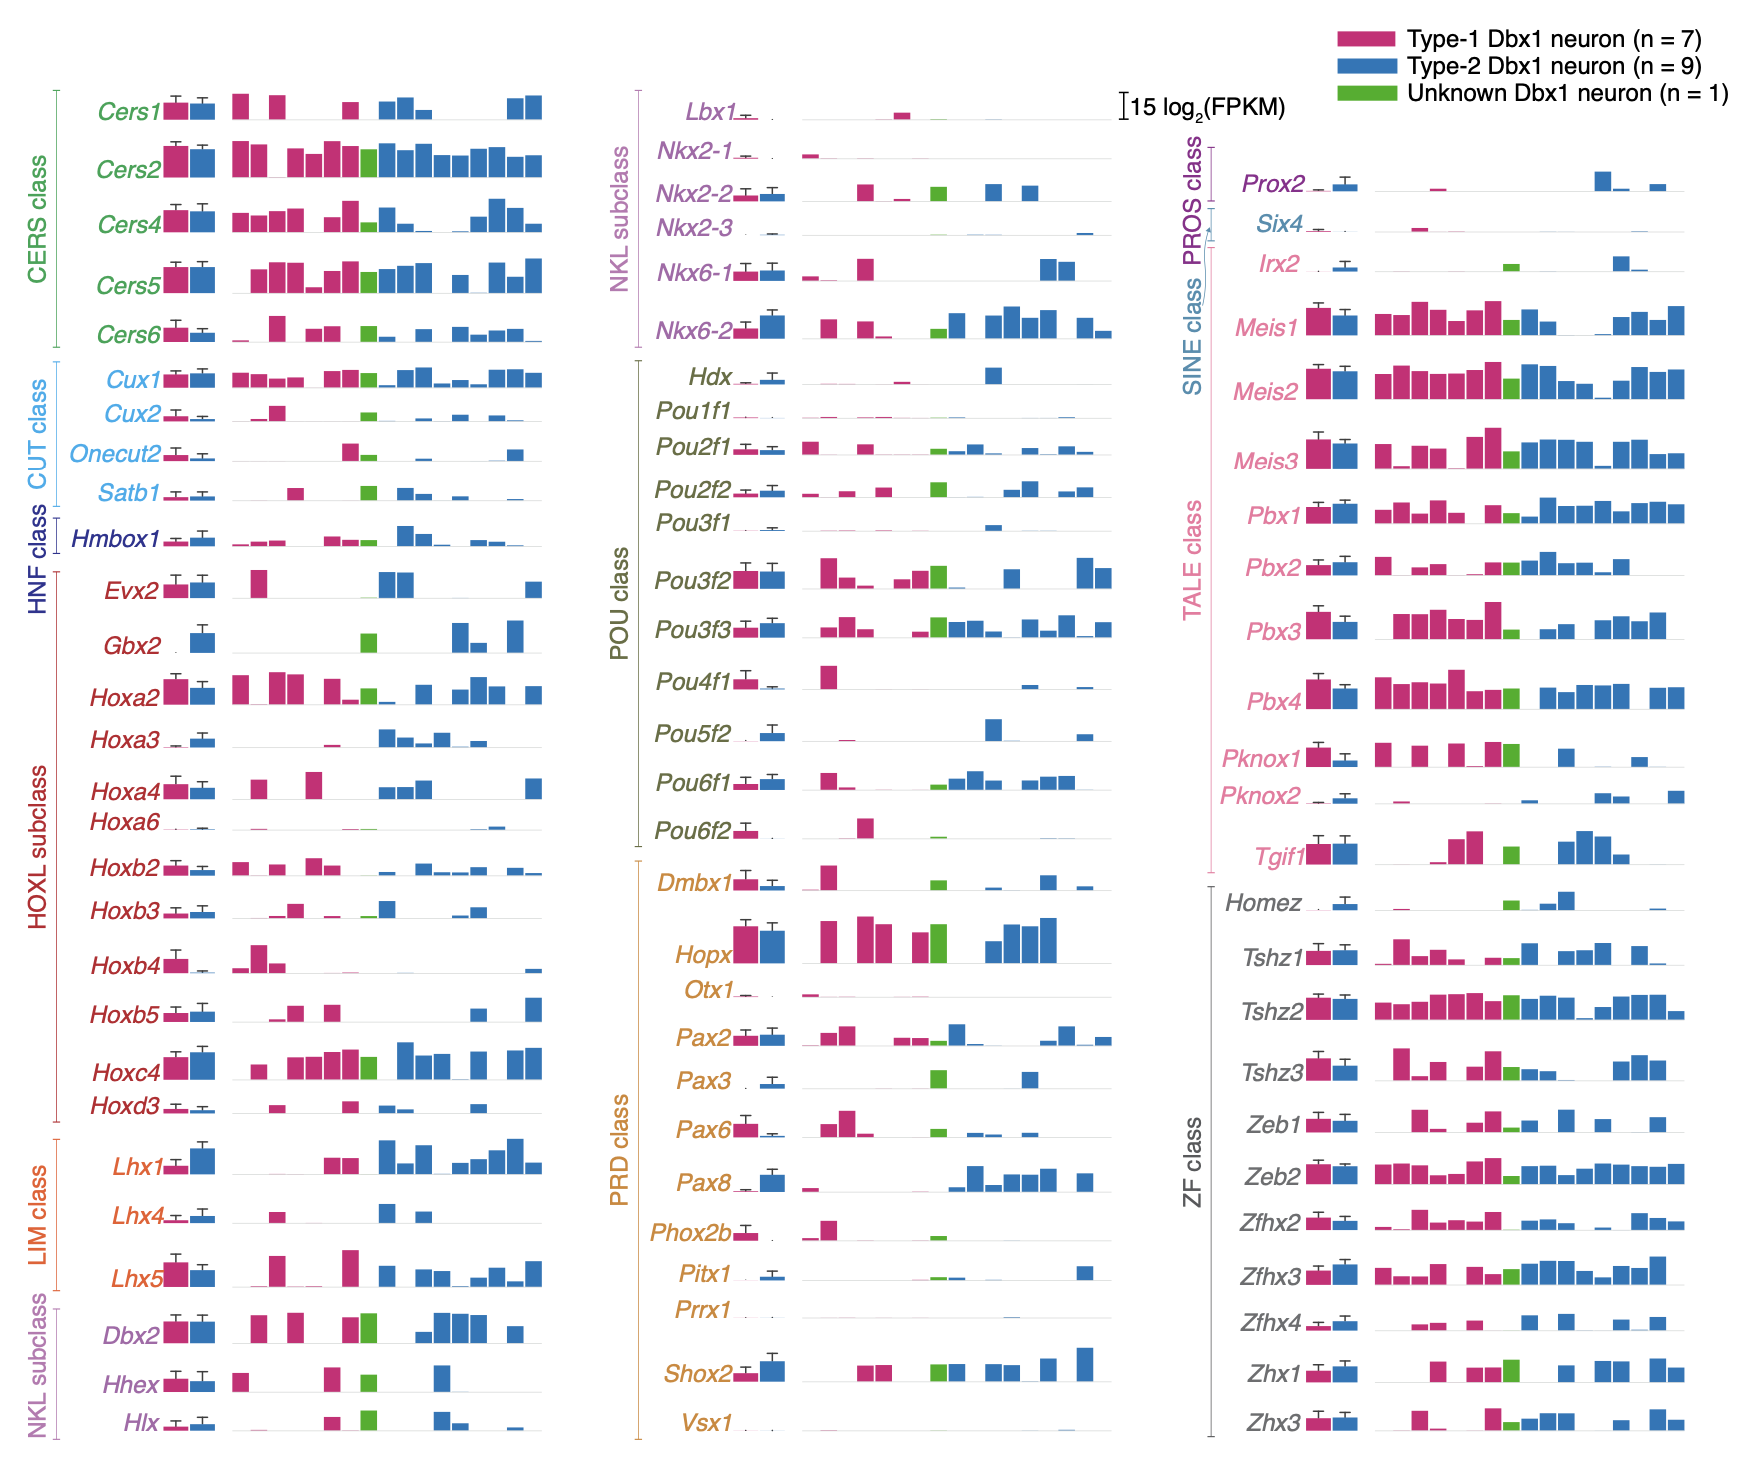
*Supplementary Figure 4. Quantitative gene expression for transcription factors. The first two bars show group data for Type-1 (n = 7; magenta bar) and Type-2 (n = 9; blue-cyan bar). The height of the bar is log_2_(mean FPKM) value and the error bar with horizontal cap shows log_2_(mean + SD). The next set of 17 bars shows log_2_(FPKM) values of each neuron in the following order: 7 Type-1 neurons (magenta), 1 Unknown neuron (green), and 9 Type-2 neurons (blue-cyan). Gene names are color-coded according to subfamily to which they belong.

# Supplementary Information (Tables)

Supplementary Table 1. **Mapping statistics of genes aligned uniquely, multimapping or unmapped to mm10 and intrinsic membrane properties of the neurons.**

Tab 1: Mapping statistics. This table lists the 15 different statistics (columns B-P) pertaining to nucleotide sequences (raw reads) mapped to the mm10 mouse genome. Each statistic is self-explanatory and listed in row 6. The bioinformatics tool used for mapping and statistical computation is listed in row 7. Sample Dbx1 preBötC neurons are listed in column A (rows 8-25). Magenta corresponds to Type-1 electrical phenotype; blue corresponds to Type-2 electrical phenotype; green corresponds to the unknown phenotype. Rows 26 and 27 provide the mean and standard deviation for the entire data set.

Tab 2: Electrical properties. This table lists the input resistance (in MΩ) and cell capacitance (in pF) for Dbx1 preBötC neurons. Sample Dbx1 preBötC neurons are listed in column A (rows 6 –22). Magenta corresponds to Type-1 electrical phenotype; blue corresponds to Type-2 electrical phenotype; green corresponds to the unknown phenotype. Supplementary Table 1 is available online as a Microsoft Excel file entitled Table_S_01_mappingStatistics.xlsx.

Supplementary Table 2. **Analyses of differential gene expression between Type-1 and Type-2 Dbx1 preBötC neurons**.

This table lists all genes evaluated by DESeq2 for differential expression between Type-1 and Type-2 Dbx1 preBötC neurons. There are 31,554 rows corresponding to every gene detected in both Types. Rows 12-134 (orange type face) list those genes that passed the stringent criteria of absolute value of the log_2_ fold-change (L2FC) exceeding 1.5 and an adjusted p-value less than 0.01. 

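The copy of Supplementary Table 2 used here holds its first 1990 genes, of the 31554 rows the paper gives. They include all genes that pass the paper's criteria. Over these 1990 genes, DESeq2 with size factors from nonzero counts and default handling of outliers gave L2FC values with a median absolute difference of 8.43e-06 from the paper's, and base means with a median difference of 6.53e-05 percent.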

Genes are listed in column A (rows 12 – 31,554). DESeq2 statistics are listed in columns B-G. The meaning of each statistic is defined in rows 4-9. Supplementary Table 2 is available online as a Microsoft Excel file entitled Table_S_02_deseqStatistics.xlsx.

Supplementary Table 3. **Log_2_(FPKM) values of the genes that meet the inclusion criteria of gene expression in ~25% of the samples and *Oprm1*.**

This table lists all genes whose expression was detected in 25% of the samples, of any type. 

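Each value of this table is log2(FPKM + 1) of 1 neuron. The copy used here holds the first 1994 genes of a table that ends at row 18340, and the largest difference between its values and those from the deposited FPKM was 4.84e-05. Its mean columns equal log2 of 1 plus the mean of the log2 values for all 1994 genes, within a tolerance of 0.01, and log2 of 1 plus the mean FPKM for 131 of them.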

*Oprm1*, although not meeting this criterion, was included because of its prominent role in opioid-induced respiratory depression. Genes are listed in column A (rows 8 – 18,340). Samples are listed in columns B-V. Magenta corresponds to Type-1 electrical phenotype; blue corresponds to Type-2 electrical phenotype; green corresponds to the unknown phenotype. (Submitted as a Microsoft Excel file entitled Table_S_03_log2fpkmValues.xlsx.)

How the deposited data were processed for this re-analysis (not part of the article)

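Dbx1-derived preBötC neurons in slices from neonatal mice were recorded by whole-cell patch clamp, and the RNA of each neuron's cytoplasm was amplified with a SMART-Seq kit and sequenced. Values were used for 17 neurons, 7 Type-1, 9 Type-2 and 1 Unknown. Sample 10, a Type-2 neuron that the authors discarded, was not used here, and 0 columns of other samples were present. The authors trimmed the reads with cutadapt and bbduk, aligned them with STAR to GRCm38 and, as the paper states, counted fragments of uniquely aligned reads per gene with featureCounts. Each count in the deposited table is a whole number, without normalization. The counts of Neurons 7 and 9 sum to 11512121 and 10994752, above the paper's 10848813 and 10338096 uniquely aligned reads in Supplementary Table 1, so the totals of these neurons are not 1 count per such read. The reason was not found. From these counts the authors computed FPKM with custom R scripts, by dividing by the gene's length and the library's total, and deposited the FPKM values and the gene lengths as well. The paper's text does not name the strand setting of the counting, so counts of genes that overlap on opposite strands are uncertain. The authors called DE genes with DESeq2 and classified neurons by PCA and LDA in MATLAB.

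The deposited fragment counts of the 16 classified neurons were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, TMM normalization), with DESeq2 1.42.0 at default settings as a second tool and limma 3.58.1 for a voom fit with quality weights. The design had no covariates, Type-1 as the reference and a filter of a count above 0 in at least 1 of 17 neurons, as the paper's methods state. The paper's number of 31543 tested genes is, however, that of genes with a count in the 16 classified neurons. Genes were called at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change above 1.5, the paper's thresholds. An adjusted p that DESeq2 left open stayed open and was not counted as a lost call. PCA, LDA and permutation tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0. Single genes were compared on log2(FPKM + 1) by an exact two-sided permutation test over all splits into 7 and 9, where the smallest possible p is 8.74e-05. Detection was compared by Fisher's exact test, with Clopper-Pearson 95% intervals on shares of neurons. Neurons were treated as independent, since the labels do not say which of them came from the same slice.

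The rule for named genes was fixed before the data were examined. It takes every gene whose measurement the paper's text reports, with Oprk1 from the paper's list of DE genes, and the 10 genes with the smallest edgeR p among those found in at least 5 of 7 Type-1 or 6 of 9 Type-2 neurons. This made a family of 56 genes with a count in the 16 neurons, 48 of them named by the paper and 8 by rank. The results of some of these genes are not reported here; they remain in the adjustments and counts over the family, and not in the counts of results that moved between alternatives or of groups with an outlying neuron. Marker lists for microglia (14 genes), astrocytes (10), the oligodendrocyte lineage (7), endothelium (5), blood (5), neurons (5), glutamatergic neurons (1) and inhibitory neurons (4) were fixed at the same time. The mean log2(FPKM + 1) of a list's genes is its score. Scores were compared with 10000 lists of random genes of the same detection rates. P2ry12 and Agt, in the microglia and astrocyte lists, are shown in the paper's figures.

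The tests were run on simulated counts before use, drawn from the neurons' own means, library sizes and dispersions, with 200 genes changed by a log2 fold change of 6 between the simulated types. With dispersions from the trend over expression level (29066 genes), edgeR called 103 changed and 5 unchanged genes, DESeq2 96 and 85, and voom 10 and 1. With dispersions estimated per gene (28819 genes), edgeR called 122 changed and 135 unchanged genes, DESeq2 139 and 174, and voom 20 and 0. Apart from these counts, the exact permutation test was run on 200 draws of normally distributed values, 7 against 9. It gave p under 0.05 in 6.5% of draws with no difference and in 97% with a shift of 2 SD. Those values lack zeros, so the shares need not hold for genes with many counts of 0.

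Alternatives covered the tool, the size factors, the filter on low counts, the dispersion method, DESeq2's handling of outliers, the thresholds, postnatal day and exon share as covariates, each neuron left out, same-age pairs of neurons summed, the pseudocount, the unit, the limit for detection, and the genes, scaling and error estimate of the classification. Coordinates come from GENCODE M21 for GRCm38, another release than the authors' annotation on the same build. The electrophysiological recordings were not analysed here.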

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

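The tests of microglial transcripts against random lists, of Runx1 and Akna against the microglial score, of the score between the types, and of sex-specific genes were chosen only after the results were seen, while the relation of the score to library size was written down beforehand.

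Within a type, the highest or lowest neuron of a named gene or library measure was compared with the next one by the ratio of their gap to the group's whole range. Of 109 groups, 38 were past the 95% limit for their size, where chance gives about 5.45. In 22 of them the ratio was 1, because a single neuron of the type had fragments. These are Htr1d, 2610035D17Rik, Kcnip2, Nkx6-3 and Grpr in Type-2, Cracr2a, Sgk1, Nkx3-2, Evx1, Evx2, Pax7, Akna, Runx1 and Tacr3 in Type-1, Oprm1 and Oprk1 in Type-2, and Tacr1, Tacr2 and Nmbr in both types. In Type-1, the ratio was 0.806 for Gabra3, 0.917 for Nkx2-1, 0.854 for Nkx2-2, 0.795 for Nkx6-1, 0.708 for Gm32647, 0.8 for Hcn4, 0.992 for Oprm1, 0.594 for Oprk1 and 0.971 for Prune1. In Type-2 it was 0.552 for Trpm4, 0.782 for Nkx2-3, 0.559 for Kcnd1, 0.749 for Tacr3, 0.578 for Gm44286, 0.878 for Igsf11 and 0.927 for Sfmbt2. The limits assume values spread without an excess of zeros, which these genes do not meet. No library measure was past the limit. The highest neurons were deep libraries for some genes and shallow ones for others. Neuron 17, with the most fragments of all, was the highest in Type-1 for Cracr2a, Akna, Runx1 and Oprm1. Neurons 6 and 4, with the fewest in Type-1, were the highest there for Sgk1, Nkx3-2 and Oprk1 and for Nkx2-1, Pax7, Hcn4 and Tacr1, and Neuron 12, with the fewest of all, was the highest in Type-2 for Oprm1, Oprk1 and Igsf11. A deep library is therefore not shared by these neurons, and depth stays open for single genes. Missed transcripts and true absence cannot be told apart from counts of 0, and no biological explanation was tested.

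Fragments of at least 10 of 14 microglial marker genes were found in 11 of 17 neurons, genes that the paper does not discuss as microglial. C1qb reached 2966 FPKM in Neuron 7 (median of all neurons 256) and Tyrobp 2352 FPKM in Neuron 9. The 14 genes together took 2.18% of the fragments of Neuron 17, 1.70% of Neuron 7, 1.33% of Neuron 9 and 1.16% of the Unknown neuron, against 1.24e-05% in Neuron 2. Across the 17 neurons the markers rose and fell together, with a mean pairwise r of 0.824, which 0 of 10000 random lists of the same detection rates reached. This is consistent with RNA of microglia in some of the harvested samples. A difference in library size was weighed as well. The score was related to log2 total fragments (r = 0.556, permutation p = 0.0192, 0.0192 after adjustment over 3 relations). The Spearman rho was 0.583 (permutation p = 0.0152). Such a relation was the outcome stated beforehand for library size as a contributor. Without Neurons 7 and 17, r was 0.433 (permutation p = 0.106). Against library size as the whole explanation stands that random lists of the same detection rates, which depth would also move, had a median pairwise r of 0.0208. Whether microglial RNA itself adds to the fragments of a library stays open.

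Runx1 and Akna, listed by the paper as higher in Type-2, were found in few neurons. Both followed the microglial score over the 17 neurons, with r = 0.684 for Runx1 and r = 0.595 for Akna (0.00336 and 0.0150 after adjustment of the permutation p over 3 relations). Without Neurons 7 and 17, r was 0.557 for Runx1 (permutation p = 0.00305) and 0.470 for Akna (permutation p = 0.0823). From these relations, RNA of microglia is a candidate source of both transcripts, although not every neuron with a high score had them. Neurons 17 and 7 and the Unknown neuron, with scores of 9.29, 8.75 and 8.33, had fragments of both genes. Neurons 4 and 16, with scores of 7.42 and 7.34, had 0 fragments of either. Neuron 9 (score 8.03) had 0 fragments of Akna, and Neuron 3 (score 6.59) had 0 of Runx1. Within the 9 Type-2 neurons r was 0.769 for Runx1 and 0.561 for Akna. More microglial RNA in Type-2 libraries as the reason for a difference between types cannot be told apart from chance, since the score was 4.90 ± 3.39 (SD, n = 7) in Type-1 and 3.86 ± 3.30 (SD, n = 9) in Type-2, a difference of −1.04 in the other direction that is within the spread (exact permutation test, p = 0.537). Expression by the neurons themselves stays open and was not tested.

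The other marker lists gave these scores. Their mean pairwise r was also seldom reached by random lists of the same detection rates. Of 10000 random lists, 0 reached it for the astrocyte and blood lists and 2 for the oligodendrocyte lineage list. For the neuron, endothelium and inhibitory neuron lists, 61, 141 and 156 did. Exceeding random lists is therefore not particular to the microglial markers. Fragments of haemoglobin or other red cell genes were found in 14 of 17 neurons (all but Neurons 1, 2 and 7), up to 0.452% of the fragments of the Unknown neuron, with a score of 4.03 ± 2.36 (SD, n = 7) in Type-1 and 1.79 ± 2.55 (SD, n = 9) in Type-2 neurons (exact permutation test, p = 0.0937, 0.750 after adjustment over 8 lists) and a mean pairwise r of 0.564. The astrocyte score was 3.92 and 3.56 (exact p = 0.685, pairwise r 0.648), the oligodendrocyte lineage score 1.41 and 1.44 (exact p = 0.972, r 0.375), the endothelium score 0.35 and 0.44 (exact p = 0.757, r 0.253), the neuron score 5.92 and 6.19 (exact p = 0.540, r 0.403), the inhibitory neuron score 1.16 and 2.11 (exact p = 0.192, r 0.297), and log2(FPKM + 1) of the glutamatergic marker Slc17a6 5.73 and 4.45 (exact p = 0.310). No explanation of the red cell genes was tested.

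Xist, transcribed from the inactive X chromosome of females, was found in 5 neurons and genes of the Y chromosome in 16 neurons, so that 4 neurons had fragments of both. Neuron 4 had 83 fragments of Xist and 364 on Y genes, Neuron 7 had 3 and 1607, Neuron 18 had 11235 and 4, and Neuron 1 had 2756 and 1. Neuron 14 had 175 of Xist and 0 on Y genes. The labels give no sex, and no explanation was tested.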

How the results depend on the processing

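The edgeR test on genes with a count in the 16 neurons, the DESeq2 settings that join size factors from nonzero counts with a second change, and the classification of left-out neurons with other limits on replacement, were chosen after seeing the data; the other alternatives were fixed before the data were examined. No paired analysis was possible because the labels do not say which neurons came from the same slice, and the numbers of the neurons do not pair them. The alternative that adds Sample 10 to Type-2 was not run, since no column holds that sample.

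By edgeR 0 genes were called, and 0 were also called with RLE or TMMwsp size factors, with filterByExpr, with genes found in at least 4 of 17 neurons, with the older quasi-likelihood method, with the 31543 genes that had a count in the 16 neurons, and with postnatal day or exon share as a covariate. Other settings moved the count from 0. It was 9 with no filter on genes, 1 with robust dispersions, 2 with limma-voom, 1 at an adjusted p under 0.05 with no limit on the fold change, and 322 with DESeq2. Unadjusted p under 0.05 held for 491 genes with filterByExpr and up to 6611 with the older quasi-likelihood method. With each neuron left out, edgeR called 0 to 1 genes, with 1 called without Type-1 Neurons 4, 5 or 17 or Type-2 Neuron 11. Summing every same-age pair of Type-1 neurons with every same-age pair of Type-2 neurons, 60 combinations, gave 0 to 1 genes, with 3 combinations at 1. The cause of these movements was not tested.

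By DESeq2 with default settings 322 genes were called, and the count stayed within 1.5 times of this with replacement of outlier counts off (235), size factors from nonzero counts (328), a null hypothesis of an absolute L2FC of 1.5 or less (247), an adjusted p under 0.05 with no limit on the fold change (422), nonzero size factors with replacement off (255), and each neuron left out (265 to 360). The count was 1498 with replacement and Cook's distance filter off, 1507 with both off and nonzero size factors, 190 with genes found in at least 4 of 17 neurons, 9 with genes of 10 or more fragments in at least 7 neurons, 960 with postnatal day as a covariate, and 125 with nonzero size factors and genes left out that had no count in one type and no replaced count. The setting with 125 genes leaves out, by its construction, 178 of the 328 genes called with nonzero size factors. The cause of the other movements was not tested. Of the paper's 123 genes, 108 were called at default settings, 123 with nonzero size factors, 50 with replacement off, 76 with genes in at least 4 of 17 neurons, 6 with the filter of 10 fragments, 40 with postnatal day, and at least 75 with a neuron left out. Outlier counts are replaced only in groups of at least 7 neurons, so counts of Type-1 were not replaced with a Type-1 neuron left out; with replacement allowed from 6 neurons, 307 to 404 genes were called without a Type-1 neuron, 100 to 108 of them in the paper's list. The type with more called genes depended on the setting. At default settings 179 were higher in Type-2 and 143 in Type-1, against 105 and 130 with replacement off, 104 and 151 with nonzero size factors as well, and 407 and 553 with postnatal day. Type-1 also had more without Type-2 Neurons 3 (172 and 183), 9 (173 and 187), 12 (170 and 181) or 13 (178 and 179), while 253 were higher in Type-2 and 98 in Type-1 without Neuron 17.

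The classification error was 0% with the paper's 123 genes, and also with the 322 genes, without the genes of an absolute L2FC above 15, with the discriminant fitted again for each left-out neuron, with a pseudocount of 0.1 and with unit variance. It was 37.5% with the 123 genes of largest variance, 31.25% with the 500 genes of largest variance, and 37.5% with DE genes called again without the left-out neuron, which stayed at 37.5% with replacement allowed from 6 neurons and was 31.25% with replacement off.

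For single named genes, directions were kept in most cases and the sign changed mainly where the difference was small. With log2(FPKM + 0.01) the sign changed for Nkx2-2 (−0.35), Nkx6-1 (−0.58), Dpp6 (−0.35), Hcn2 (0.84) and Tacr1 (−0.20), and with log2(FPKM + 0.1) for Nkx6-1 (−0.058), Dpp6 (−0.23), Hcn2 (0.27) and Tacr1 (−0.094). With log2(CPM + 1) it changed for Dpp6 (−0.25), Hcn2 (0.10) and Tacr1 (−0.075). In edgeR it changed for Kcnd1 (0.33), Kcnd2 (−0.66), Hcn3 (−0.089), Tacr3 (−0.67) and Adcyap1r1 (−0.010). In DESeq2 it changed for Nkx2-2 (−2.21), Tacr2 (0.025) and Nmbr (0.78), which had no adjusted p, and for Nkx6-1 (−3.02), Kcnd1 (0.60), Kcnd2 (−0.91), Hcn3 (−0.0016), Oprm1 (4.35) and Adcyap1r1 (−0.29), and without replacement for Tacr2 (0.025) and Tacr3 (−0.78), which had no adjusted p, and for Kcnd1 (0.60), Kcnd2 (−0.91), Hcn3 (−0.0016) and Adcyap1r1 (−0.29). Oprm1, Nkx6-1, Nkx2-2 and Nmbr had a replaced count, and with only the replacement off their L2FC had the sign of the difference again (−3.54, 0.54, 0.43 and −2.29), so the replacement turned it. For the other genes the cause was not tested. The exact test was read at an adjusted p under 0.05 over the 56 genes. edgeR and DESeq2 were read at an adjusted p under 0.01 over all genes tested. Read so, 11 genes weakened in edgeR, and in DESeq2 5 weakened and 9 became stronger. Since thresholds and families differ, these moves are not in themselves losses or gains of effect. The number of neurons with a gene moved for 6 genes and stayed for 55 at an FPKM of at least 0.1, moved for 10 and stayed for 51 at an FPKM of at least 1, and moved for 7 and stayed for 54 at 10 or more fragments. Library measures kept their direction with medians.

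Depth limits these counts. Genes found through 1 to 3 fragments, such as Pax7 and Grpr, are at the limit that a count of 0 allows, and absence of a gene from a neuron was not detectable beyond it.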

Differences from the paper's values

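The paper gives 123 DE genes, and edgeR gave 0. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's count. DESeq2 gave 322 genes with default settings, 328 with size factors from nonzero counts, which called all 123 genes of the paper's list, 235 with replacement of outlier counts off, 1498 with Cook's distance filter off as well, 422 at an adjusted p under 0.05, 247 with the fold change tested against 1.5, 960 with postnatal day, 190 with genes in at least 4 of 17 neurons, 9 with genes of 10 or more fragments in at least 7 neurons, and 265 to 360 with a neuron left out. Other edgeR settings gave 0 to 9 genes. The 9 genes of edgeR with no filter and the 2 of limma-voom each include 1 gene of the paper's list. An alternative chosen after seeing the values, nonzero size factors with genes left out that had no count in one type and no replaced count, gave 125 genes, 122 of them in the paper's list.

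The paper gives 14 of 17 scrambled sets with classification errors, and 2 of 17 had errors here, with no alternative set for this result. The gene lists are unlike, so these numbers do not test the paper's own control. DESeq2 with default settings called 282 to 422 genes in the sets here. For the real types it called 322 genes against the paper's 123, and 200 of the 322 had no count in one type.

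For 5 named genes of the paper's list, of which Oprk1 is in Supplementary Table 2 and not in the text, the L2FC from edgeR differed from the paper's by more than the larger standard error. The paper's L2FC is 20.59 for Cracr2a, 20.85 for Akna, 21.18 for Runx1, −21.68 for 2610035D17Rik and −24.46 for Oprk1, and edgeR gave 5.11, 0.37, 1.18, −1.62 and −0.96. DESeq2 with default settings and with size factors from nonzero counts came within the error of the paper's values for all 5, and DESeq2 without replacement of outlier counts did not for any of them.

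Some statements of the paper's text differ as well. The paper states that Gabra3 did not pass its criteria, which holds for its own DESeq2 values (L2FC 6.14, adjusted p = 0.0211). Here DESeq2 gave Gabra3 an adjusted p of 0.00568 at default settings and 0.00613 with replacement off. With size factors from nonzero counts the adjusted p was 0.00942, at the paper's L2FC of 6.14. The reason for the lower adjusted p from DESeq2 was not tested. For Gabra3, edgeR gave an adjusted p of 0.184. The paper counts 8 neurons with Evx1 or Evx2, and 7 were found, with 8 as the sum over the genes when the Unknown neuron is counted for each. At 10 or more fragments, 6 neurons were found. The paper gives 23824 genes with no fragment in all 17 neurons, and this is the number for the 16 classified neurons, while 22739 genes had none in 17. The paper's perspectives give 31420 detected genes, while its results give 31543, the number also found here. It counts 15 long noncoding RNAs in its list, and the annotation used here gives 14.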

Other observations

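The count of splits for genes called by edgeR, the comparison of the smallest adjusted p between splits, the classification with other limits on replacement, the tests of replaced counts and the comparison of the paper's error values were chosen only after the results were seen; the other tests of splits and of the classification were written down before.

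The number of called genes was compared with that from other splits of the 16 neurons into 7 and 9. DESeq2 called at least 322 genes in 14 of 24 splits, the real one included, and 284 to 560 genes (median 330) in the others. edgeR gave at least 4174 genes with an unadjusted p under 0.05 in 23 of 100 splits, with 3773 to 4658 (median 4045) in the others. Chance cannot be excluded for either of these counts. For the 0 genes called by edgeR the comparison decides nothing, since each of the 100 splits has at least 0 called genes whatever the data; the other splits gave 0 to 13. The smallest adjusted p of a single gene is not set apart by the types either. In DESeq2 it was 4.35e-22 for the types and lower in 7 of the 23 other splits, down to 2.22e-30, and in edgeR it was 0.0156 and lower in 4 of the 99 others, down to 1.36e-05. In the simulated data with dispersions from the trend, edgeR at this number of neurons called 103 of 200 genes changed by a log2 fold change of 6. It also called 5 unchanged genes there. With dispersions estimated per gene, it called 122 of the 200 and 135 unchanged genes. The 200 were taken from widely found genes, so power for sparser genes stays unknown.

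A hypothesis for the classification error of 0 on the paper's 123 genes is that the genes were chosen by the same identities that are then classified. With DE genes called again without the neuron left out, 6 of 16 neurons were misclassified, as also with replacement of outlier counts allowed from 6 neurons, and 5 with replacement off. This lies between the limits set beforehand, at least 7 for this explanation and at most 4 against it, so it does not decide. Of the sets with exchanged identities, 15 of 17 had an error of 0, which goes with the explanation. So had 20 of 20 simulated sets with no difference between the groups. The choice of genes can thus be enough for an error of 0, whether or not the types differ. Differences between the types that LDA could use beyond this choice stay open.

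A hypothesis for the L2FC values near 20 in the paper's list is DESeq2's replacement of outlier counts, since 72 of the 73 genes with a replaced count have an absolute L2FC above 15. With replacement off, 0 of the 36 such genes with fragments in both types stayed above 15, so their size may come from the replacement. All 36 with no fragment in one type stayed above 15, so replacement is not the reason there. In DESeq2 with default settings, 85 of the 322 called genes had a replaced count, 200 had no count in one type and 222 had an absolute L2FC above 15.

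With size factors from nonzero counts, DESeq2 called 205 genes that are not in the paper's list. Of these, 178 had no count in one type and 0 of the 178 had a replaced count, whereas the 36 genes of the list with no count in one type all had a replaced count.

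Of the 56 named genes, 17 had p under 0.05 in the exact permutation test and 11 after Benjamini-Hochberg adjustment. These are Sgk1, Gm39244, Kcnip2 and Kcnip4 among the paper's genes, and Gm13404, C130089K02Rik, Akr1e1, Prune1, Gm44286, 8030445P17Rik and Sfmbt2 among the genes named by rank, which were chosen on the same neurons and are not independent evidence. With the exact p adjusted over the list alone, the 48 genes named by the paper, Sgk1 and Gm39244 stayed under 0.05 (0.0252 for both) and Kcnip2 and Kcnip4 did not (0.105 for both). The paper chose many of its genes on these neurons too. Igsf11, also named by rank, had an adjusted p of 0.0884. By Fisher's exact test of detection, 2 genes passed, Gm13404 and Akr1e1 (adjusted p = 0.0392 for both).

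The errors that the paper prints beside its log2 means are of more than 1 kind. For Oprm1 the error of 1.58 equals log2(mean + SD + 1) over the 17 neurons. For Nmbr (0.19), Adcyap1r1 (3.24) and Sst (11.65) the error equals log2(SD + 1).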
